# Tumor cell endogenous HIF-1α activity induces aberrant angiogenesis and interacts with TRAF6 pathway required for colorectal cancer development

**DOI:** 10.1016/j.neo.2020.10.006

**Published:** 2020-10-24

**Authors:** Jesus F. Glaus Garzon, Chiara Pastrello, Igor Jurisica, Michael O. Hottiger, Roland H. Wenger, Lubor Borsig

**Keywords:** Colorectal cancer, Tumorigenesis, Tumor hypoxia, HIF-1α, Inflammation, TRAF6

## Abstract

Hypoxia and inflammation are key factors for colorectal cancer tumorigenesis. The colonic epithelium belongs to the tissues with the lowest partial pressure of oxygen in the body, and chronic inflammation is associated with an increased chance to develop colon cancer. How the colonic epithelium responds to hypoxia and inflammation during tumorigenesis remains to be elucidated. Here we show, that murine colon adenocarcinoma cells with attenuated response to hypoxia, due to a knock-down (KD) of HIF-1α, produce smaller and less hypoxic tumors in an orthotopic mouse model when compared to tumors induced with control cells. HIF-1α-KD tumors showed more functional perfused vasculature associated with increased levels of vessel-stabilizing factors and reduced levels of proangiogenic factors, including extracellular matrix protein Cyr61/CCN1. Intratumoral injection of Cyr61 in HIF-1α-KD tumors revealed an in increased vessel permeability and tumor hypoxia. Further bioinformatics analysis identified a possible interaction between HIF-1α and TRAF6, an upstream effector of the NF-κB pathway that was confirmed by coimmunoprecipitation in MC-38 and CT26 colon adenocarcinoma cells and in situ by proximity ligation assay. Down-regulation of TRAF6 resulted in virtual abrogation of orthotopic tumor growth. Subcutaneous TRAF6-KD tumors were smaller and contained reduced vessel size and differently polarized macrophages. These data demonstrate that the tumor cell response to increased hypoxia in the colon leads to promotion of nonfunctional angiogenesis, regulated by both hypoxia and TRAF6 pathways.

## Highlights

• Findings provide evidence that hypoxia response deficient tumors show more functionally perfused vasculature and that TRAF6, an upstream effector of NF-κB, is directly interacting with HIF-1α thereby contributing to enhanced angiogenesis.

## Introduction

Colorectal cancer is the second and third most frequently occurring cancer in women and men, respectively [1]. Hypoxia and inflammation promote tumorigenesis and metastasis through modulation of the tumor microenvironment. Tumor-promoting inflammation contributes to stromal cell polarization supporting angiogenesis [2]. During tumorigenesis, vessels are frequently structurally and functionally abnormal and leaky, which results in reduced perfusion that contributes to enlargement of hypoxic regions, which promote metastasis but also render tumors resistant to chemo- and radiotherapy [3].

Hypoxia-inducible factor (HIF) is the main regulator of the hypoxic response of tumor cells. HIF is a heterodimer constituted by either HIF-1α or HIF-2α and a common HIF-1β subunit. Under normoxia, the HIF-α subunits are modified by prolyl hydroxylases and destined for proteosomal degradation. Under hypoxia, HIF-α subunits are rapidly stabilized and translocate to the nucleus, where upon heterodimerization bind to hypoxia response elements, leading to enhance transcription of several hundred target genes [4,5]. Hypoxia and other factors associated with pathological stress, such as inflammation or cancer, trigger HIF expression, stabilization, and activity in immune cells [6]. Tumor cells also directly react to hypoxia through HIF-driven responses and modulate tumor microenvironment, angiogenesis, and inflammation; thereby promoting tumorigenesis. For instance, HIF-1α expression in glioblastoma tumors is responsible for upregulation of chemokines, e.g., CXCL12 that drives bone marrow-derived myeloid cell recruitment, contributing to vascular remodeling [7]. In breast cancer cells, HIF-1α stabilization induces the expression of the extracellular matrix remodeling enzymes lysyl oxidase and MMPs, leading to a more aggressive phenotype and metastasis [8]. However, in colon cancer HIF-1α and HIF-2α apparently have different roles, regulating cell proliferation and anchor-independent growth, respectively [9]. While, the epithelial disruption of HIF-2α significantly decreased neutrophil infiltration in colon cancer [10], HIF-1α stabilization in proximal colon augments inflammation and cancer progression [11].

Chronic inflammatory diseases, including inflammatory bowel disease and Crohn's disease, increase the probability of developing colorectal cancer [12]. Infiltration of immune cells, such as granulocytes, results in increased production of reactive oxygen species that induces genomic instability and results in malignant transformation and inflammatory activation of epithelial cells [13]. The nuclear factor NF-κB is the central transcription factor activated by a variety of inflammatory factors derived from either tumor cells or a tumor microenvironment during malignant progression [14]. The expression of tumor promoting cytokines, such as IL-6 or TNF-α, and antiapoptosis survival genes are dependent on NF-κB, thus making it a critical factor in cancer progression [14,15]. Altered NF-κB activation has been detected in many solid tumors where it regulates the expression of genes affecting proliferation, migration, and apoptosis [14,16]. Tumor initiation in colorectal cancer is dependent on an intact IKKβ-mediated NF-κB signaling [17]. However, the impact of upstream NF-κB mediators such as IKK in colon cancer remains to be defined.

Microbial oxygen consumption and large oxygen diffusion distances lead to an anoxic environment in the lumen of the colon [18]. Therefore, hypoxia is likely a main modulator of cancer progression in the colon epithelium, which together with the omnipresent inflammatory stimuli derived from microbiota promotes tumor inflammation. Previously, we have shown that MC-38 cells express only the HIF-1α subunit, which is the sole driver of hypoxic responses in this cell line [19]. Here we tested the role of HIF-1α in tumor cells on colorectal tumor development in an orthotopic mouse model using MC-38 mouse adenocarcinoma cells, where the stromal compartment has normal HIF-1α activity. Bioinformatics approaches identified a direct interaction between hypoxic and inflammatory signaling pathways required for tumor progression.

## Materials and methods

### Cell culture

Mouse colon adenocarcinoma cells expressing GFP (MC-38GFP) and CT26 cells were cultured in high glucose DMEM (Sigma) supplemented with 10%FBS, NEAA and 1 mmol/L Na-pyruvate (all Gibco). Cells exposed to hypoxia were grown in a gas-controlled workstation (InvivO_2_ 400, Baker-Ruskinn Technologies). MC-38-HIF-1α-KD cells were prepared as previously described [19]. MC-38-TRAF6-KD was prepared by lentiviral transduction of shRNA vectors in pLKO.1-puro plasmid (Sigma). shRNA constructs targeting mouse TRAF6 and nontarget controls (Mock) were purchased from Sigma.

### Mice

All animal experiments were performed according to the guidelines of the Swiss Animal Protection Law and approved by the Veterinary Office of the Kanton Zurich. C57BL/6 J mice were purchased from Charles River, Germany.

### Mouse tumor models

Orthotopic colon tumor model: mice were anesthetized by intraperitoneal injection of ketamine/xylaxine/acepromazine (65/10/2 mg/kg per mouse) in saline buffer. After shaving of the abdominal part, a small incision (2–3 mm) was performed and the cecum was exposed. Using a 27 G needle, 40,000 tumor cells in growth factor-reduced Matrigel (Corning) were injected in the cecum wall and both peritoneal and skin layers were subsequently stitched. For analgesia, mice were subcutaneously injected with Meloxicam, 5 mg/kg (Boehringer Ingelheim) 30 min prior- and 6 h and 24 h postsurgery. Subcutaneous tumor model: mice were injected in the right flank with 500,000 MC-38GFP Mock or TRAF6-KD cells. Tumor size was measured with caliper every day and mice were sacrificed at day 19 after injection or when the tumor volume reached 1 cm^3^.

### Flow cytometry analysis of tumors

Mice were perfused with phosphate buffer saline (PBS) through the left ventricle and dissected orthotopic tumors were digested with collagenase IV, hyaluronidase and DNAse I (all Sigma) in 2% fetal bovine serum/RPMI (FBS/RPMI) for 1 h at 37 °C. The cell suspension was filtered through a 100-µm cell strainer, erythrocytes lysed, and filtered through a 40-µm cell strainer (BD). Cells were stained with Zombie Fixable Viability Kit (Biolegend) and incubated with anti-CD16/32 for 10 min in FACS buffer (PBS/10 mmol/L EDTA, 2% FCS), followed by incubation with antibodies: anti-CD45 (clone 30-F11), anti-CD11b (clone M1/70), anti-Ly6G (clone 1A8), anti-Ly6C (clone HK1.4); all from Biolegend. In case of subcutaneous tumors the following antibodies were used in addition: anti-CD11c (clone N418), anti-CD64 (clone X54–5/7.1), anti-CD103 (clone 2E7), anti-MHCII (clone M5/114.15.2), anti-CD206 (clone C068C2) and anti-VCAM1 (clone 429); all from Biolegend. Data were acquired with a LSR II Fortessa cytometer (BD) and analyzed by FlowJo software v. 7.6.5 (TreeStar).

### Hypoxia staining and angiogenic analysis of tumors

Mice were i.v. injected with 1.5 mg pimonidazole (Hypoxyprobe) one hour before termination. For determination of tissue perfusion, mice were i.v. injected with 100 µg FITC-labeled *Lycopersicon esculentum* (tomato) lectin (Vector Labs) 5 min prior to whole body perfusion with PBS followed by tumor dissection and embedding in OCT (TissueTek). Tissue sections (5 µm) were fixed for 10 min in ice-cold acetone, rehydrated in PBS and blocked with 1%BSA in PBST (PBS/0.1% Tween 20) for one hour at room temperature (RT). Sections were then incubated with anti-pimonidazole (Omni Kit Hypoxyprobe) and anti-CD31 (Biolegend) antibodies overnight at 4 °C in blocking buffer. After washing with PBST (3×), antibodies: anti-rabbit-AF568, anti-rat-AF647 (Life Technologies) were incubated for 1 h at RT, counterstained with DAPI (Sigma) and mounted in Prolong Gold (Life Technologies). Pericytes were stained with anti-NG2 (Millipore). Pimonidazole, CD31 or NG2 staining was determined using MIRAX MIDI Slide Scanner (Zeiss). Images were acquired with a CLSM SP5 Resonant APD Confocal Microscope (Leica) and analyzed with the Imaris software (Bitplane). Vessel area was calculated using the software Pannoramic Viewer 1.15.2 (3D Histech).

### Vascular permeability assay

Mice with orthotopic tumors were intratumorally injected with recombinant Cyr61 (400 ng, Cusabio Biotech) reconstituted in HBSS every other day starting on day 21 after tumor cell injection (3× in total). Prior to termination, mice were injected with pimonidazole (as described above) followed by i.v. injection of Evans Blue (2 mg) and terminated 30 min later; dissected tumors were embedded in OCT. Staining of pimonidazole and CD31 was performed as described above. Evans Blue staining was analyzed using optimal excitation and emission filters at 620 and 680 nm, respectively.

### Cytokine analysis

Cytokines and chemokines in tumor lysates were analyzed using ProcartaPlex Mouse Panel 1 (26-plex; eBioscience) using a Bio-Plex System (Biorad) with xMAP Luminex technology. Protein concentration was determined using the BCA assay following the manufacturer's instructions (Thermo Fisher).

### Gene expression in sorted cells

Cell suspension (described above) was stained with Zombie Fixable Viability Kit followed by incubation with anti-CD16/32 and staining with anti-CD45 (clone 30-F11) and anti-CD31 (clone 390); all from Biolegend. At least 50,000 tumor cells (CD45^neg^,CD31^neg^,GFP^+^) were sorted per sample. RNA was extracted using RNeasy Plus Mini Kit (Qiagen) and cDNA was synthesized using Omniscript RT Kit (Qiagen). qPCR was performed with KAPA SYBR FAST quantitative PCR (qPCR) Master Mix (KAPA Biosystems) and analyzed in a CFX96 Touch Real-Time PCR Detection System (Biorad).

### RNA library preparation

The quantity and the quality of the isolated RNA was determined with a Qubit (1.0) Fluorometer (Life Technologies) and a Bioanalyzer 2100 (Agilent). The TruSeq Stranded mRNA Sample Prep Kit (Illumina) was used in the next steps. Briefly, total RNA samples (100 ng) were poly-A selected and then reverse-transcribed into double-stranded cDNA with Actinomycin D added during first-strand synthesis. The cDNA samples were fragmented, end-repaired and adenylated before ligation of TruSeq adapters. The adapters contain the index for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit (1.0) Fluorometer and the Bioanalyzer 2100.

### Cluster generation and sequencing

The TruSeq SR Cluster Kit v4-cBot-HS (Illumina) was used for cluster generation using 8 pM of pooled normalized libraries on the cBOT. Sequencing were performed on the Illumina HiSeq 4000 single end 125 bp using the TruSeq SBS Kit v4-HS (Illumina).

### RNA sequencing data analysis

Bioinformatics analysis of RNA sequencing data was performed with SUSHI software [20]. In detail, the raw reads were quality checked using Fastqc (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and FastQ Screen (http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/). Quality controlled reads (adaptor trimmed, first 5 and last 6 bases hard trimmed, minimum average quality Q10, minimum tail quality Q10, minimum read length 20 nt) were aligned to the reference genome (Ensembl GRCh38, not patched) using STAR aligner [21]. Read alignments were only reported for reads with less than 50 valid alignments. Expression counts were computed using feature Counts in the Bioconductor package Subread [22]. Differential expression was computed using the DESeq2 package [23]. The RNAseq data have been deposited in gene expression omnibus database under the accession number (GSE155104).

### Protein-interaction network analysis

Differently expressed genes from MC-38 cells cultivated under hypoxia and normoxia were used for further analyses: mouse I2D ver. 2.3 (http://ophid.utoronto.ca/i2d) was used to identify their interacting partners [24]. Resulting network was annotated, analyzed and visualized using NAViGaTOR 3.013 [25]. Gene Ontology enrichment analysis was performed using clusterProfiler_3.16.0 [26] on mouse genome wide annotation (org.Mm.eg.db 3.11.4). Enrichment was performed on Biological Process – BP and Cellular Component – CC. Top 20 terms from each of the ontology were plotted. Mouse gene symbols were converted to human gene symbols using biomaRt 2.44.0 [27], and 568 mouse gene symbols were converted to 526 human gene symbols. Disease enrichment analysis was performed on the list of human gene symbols with DOSE_3.14.0 [28] using DisGeNet (DGN). Plots were obtained using clusterProfiler. All analyses were performed using R 4.0.0. (https://www.r-project.org/).

### Immunoprecipitation

MC-38 Mock, HIF-1α-KD and TRAF6-KD cells were cultured under hypoxia (0.2% O_2_) for 8 hours with or without LPS stimulation (1 µg/mL) for 1 h at 37 °C. Cells were resuspended in lysis buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 400 mM NaCl, 0.1% NP-40) and Sigma's Protease Inhibitor Cocktail. Total protein amount was determined using the BCA assay. Total lysate (1.5 mg) was incubated with 6 µg anti-TRAF6 (Clone: d-10, Santa Cruz) or anti-HIF-1α antibody (Clone: H1α67, Santa Cruz) and 40 µL Dynabead Protein G (ThermoFisher) slurry overnight at 4 °C. Beads were washed with PBS (3×), boiled in Laemmli buffer at 95 °C for 5 min. The supernatant was separated by 10% SDS-PAGE, transferred to a nitrocellulose membrane, and incubated with anti-HIF-1α (rabbit polyclonal, Novus Biologicals) or anti-TRAF6 (Clone: EP591Y, Abcam) antibodies, respectively.

### Immunohistochemistry

Tissue paraffin sections (5 µm) were stained with hematoxylin/eosin or the following antibodies: Ki67 (NeoMarkers), and cleaved caspase-3 (Cell Signaling). Staining was performed on a NEXES immune-histochemistry robot (Ventana Instruments) using an IVIEW DAB Detection Kit (Ventana Instruments) or on a Bond MAX (Leica). Images were digitized with a Axio Scan.Z1 slide scanner (Zeiss) and analyzed using Zen Blue image analysis software (Zeiss) and Fiji (ImageJ). Tissue sections were stained simultaneously for each antigen and the signal-to-noise cutoff was manually adjusted for each antibody staining and applied to all samples within one staining group.

### Proximity ligation assay

MC-38 cells were cultured on coverslips (12 mm diameter) under normoxia (21% O_2_) or hypoxia (0.2% O_2_) for 8 h. Cells were washed with 1× PBS and fixed with 4% paraformaldehyde (PFA) for 15 min at room temperature. Samples were washed twice with 1× PBS and permeabilized with 0.1% Tween-20 in 1× PBS for 10 min at room temperature. Duolink In Situ Orange Starter Kit Mouse/Rabbit (Sigma) was used together with a mouse-anti HIF1α (Clone: H1alpha67, Novus Biologicals) and rabbit-anti TRAF6 (ab33915, Abcam) antibodies were used at 20 µg/mL. Blocking and staining was performed following manufacturer's recommendations.

### Statistical analysis

Statistical analysis was performed with the GraphPad Prism software (version 6.03). All data are presented as mean ±SEM and were analyzed by ANOVA with the post-hoc Bonferroni multiple comparison test. Analysis of 2 groups was performed with Mann-Whitney test unless stated otherwise.

## Results

### Impaired hypoxic response in colorectal tumor cells results in smaller orthotopic tumors

To test how impaired responsiveness of tumor cells to hypoxia affects tumorigenesis, we tested the growth of mouse colon carcinoma cells (MC-38) with stable down-regulation of HIF-1α (HIF-1α-KD) in an orthotopic model. We previously showed that the hypoxic response in MC-38 cells is solely dependent on HIF-1α [19]. We confirmed that MC-38 HIF-1α-KD cells have reduced HIF-1α mRNA levels and minimally respond to hypoxia (Supplementary Figure 1). Intracecal injection of HIF-1α-KD cell resulted in reduced tumor growth when compared to control MC-38 (Mock) cells (Figure 1A). Since hypoxia had previously been shown to attenuate inflammatory responses in MC-38 cells in vitro [19], we analyzed the composition of the immune cells in the tumor microenvironment by flow cytometry. Analysis of tumor infiltrating cells revealed a reduced number of granulocytes (Ly6G^+^ cells), but increased presence of inflammatory monocytes (Ly6C^+^ cells) in HIF-1α-KD tumors, when compared to Mock tumors (Figure 1B). We observed no major changes in the number of macrophages; CD64^+^CD11c^−^; or tumor-associated macrophages; TAMs - CD64^+^CD11c^+^; (Supplementary Figure 1D-E). Neither there were any significant changes in polarization of macrophages or TAMs. Histological analysis of tumors showed a reduced presence of Ly6G^+^ cells. However, no changes in numbers of myeloid cells (CD11b^+^Ly6C^−^Ly6G^lo^) were observed (Figure 1B). To understand the changes in tumor infiltration of innate immune cells caused by reduced HIF-1α activity, we analyzed the levels of cytokines in tumor homogenates (Figure 1C). Increased levels of CCL2 and CCL7 were detected in HIF-1α-KD tumors, which correlated with the enhanced presence of inflammatory monocytes (Figure 1D).

**Figure 1:**
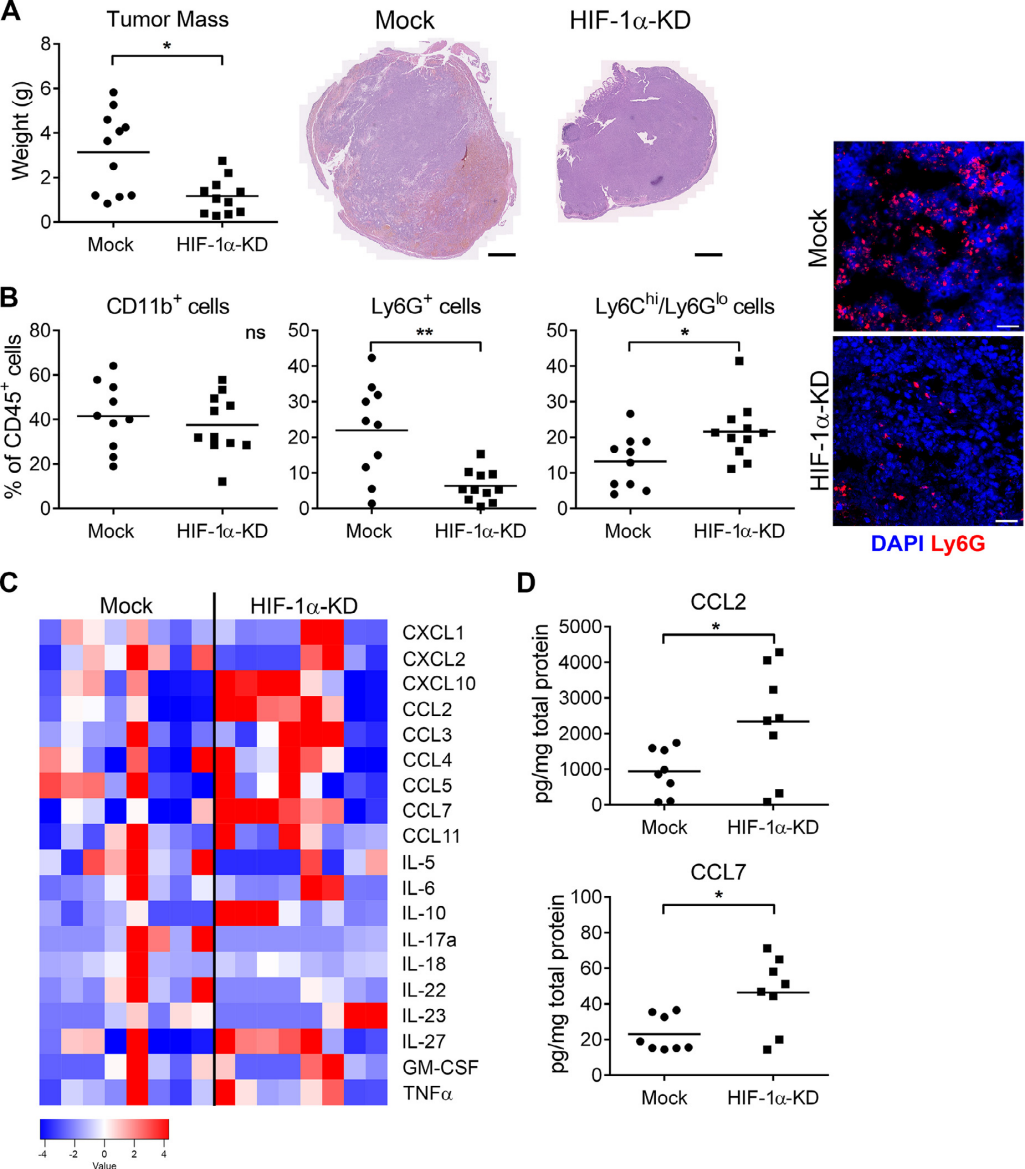
MC-38 colorectal tumor cells with reduced HIF-1α transcript levels lead to reduced orthotopic tumor growth associated with changes in tumor microenvironment. (A) Weight of tumors 28 days after intracecal injection of HIF-1α-KD and control (Mock) MC-38 cells (left panel). Representative images of H&E stained tumors from respective tumors (right panel). Scale bar = 1 mm. (B) Flow cytometry analysis of immune cells in tumors: CD11b^+^/Ly6C^−^/Ly6G^lo^ myeloid cells (left panel); Ly6G^+^ granulocytes (middle panel), Ly6C^hi^/Ly6G^lo^ inflammatory monocytes (right panel) presented as percentage of total living CD45^+^ cells. Representative images of orthotopic tumors stained with Ly6G-antibody (red) and counterstained with DAPI. Bar = 30 µm. (C) Amounts of cytokines detected in tumor homogenates at day 28. (D) Amounts of Ccl2 and Ccl7 chemokines in tumor homogenates. Statistical significance was assessed using the Mann-Whitney test; *, *P* < 0.05; **, *P* < 0.01. (Color version of figure is available online.)

### HIF-1α-KD tumors are less hypoxic and contain more functional vessels

To assess whether the reduced hypoxia response in tumor cells alters hypoxia in HIF-1α-KD tumors, we injected pimonidazole, which forms covalent adducts if the oxygen partial pressure falls below approximately 10 mm Hg. Significant reduction of the hypoxic region was detected in HIF-1α-KD tumors when compared to Mock tumors of similar size (Figure 2A). Next, we analyzed the tumor vasculature and determined the size of blood vessels (vessel area) that allows assessment of angiogenesis. We observed larger vessel areas (CD31^+^) in hypoxic (pimonidazole^+^) regions when compared to nonhypoxic (pimonidazole^−^) regions, which was independent of HIF expression by tumor cells (Figure 2B). This observation is in agreement with the well-known effect of hypoxia on induction of vessel formation [29]. However, HIF-1α-KD tumors showed a reduced intra-tumoral total number of vessels when compared to Mock tumors (Figure 2C), indicating changes in angiogenesis. When we analyzed the vessel maturation by detection of pericytes, using anti-NG2 Ab, a significantly increased number of immature, NG2-negative vessels were detected in Mock tumors when compared to HIF-1α-KD tumors (Figure 2C). The vessel functionality was determined with tomato lectin-FITC perfusion of tumor-bearing mice (Figure 2D). HIF-1α-KD tumors showed more perfused, tomato lectin-positive, vessels. The number of perfused vessel was higher in HIF-1α-KD tumors irrespective of hypoxic and nonhypoxic tumor regions. The correlation between the degree of vessel perfusion and the pimonidazole staining confirmed the increased perfusion in HIF-1α-KD tumors (Figure 2E). To determine how the reduced responsiveness of tumor cells to hypoxia affects tumor angiogenesis, we analyzed tumor lysates using an angiogenesis protein antibody array (Supplementary Figure 2). The analysis of 53 different proteins showed higher amounts of proangiogenic factors (e.g., angiopoetin-1, Cyr61) in Mock tumors when compared to HIF-1α-KD tumors. These data indicate that the impaired hypoxia response in HIF-1α-KD colorectal tumors is associated with reduced vessel formation.

**Figure 2:**
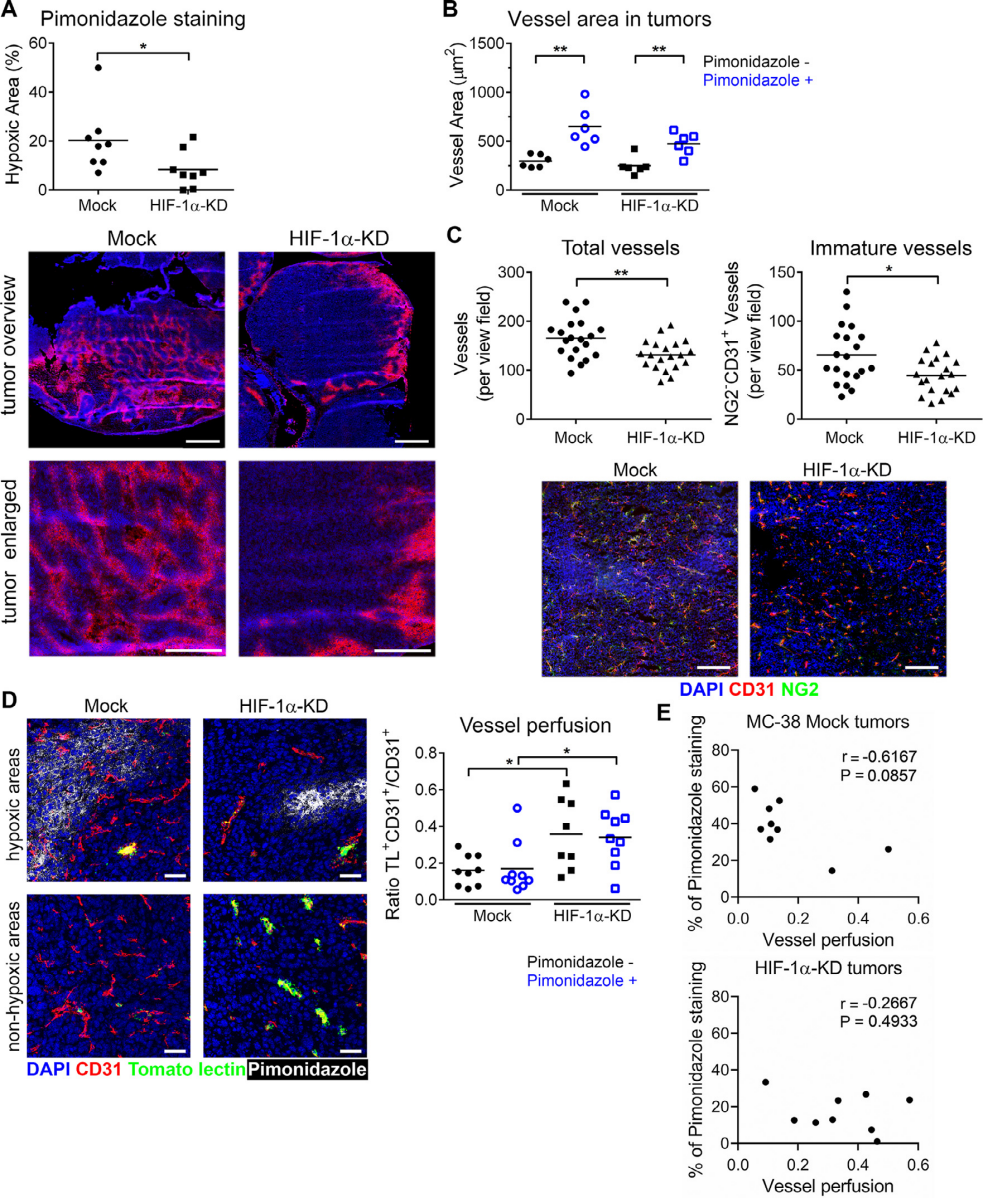
Impaired HIF-1α signaling in MC-38 tumor cells results in vascular normalization in tumors. (A) Quantification of hypoxic regions in tumors as percentage of pimonidazole positive area over total tumor area in Mock and HIF-1α-KD tumors. Representative images of hypoxic regions in cecum tumors visualized by pimonidazole staining, red; counterstained with DAPI, blue (lower panel). Scale bar = 1 mm (overview); scale bar = 500 µm (enlarged) panels. (B) Total vessel area in pimonidazole positive and negative regions of orthotopic tumors determined by counting of CD31-positive vessels. Comparison of Mock and HIF-1α-KD tumors from 3 independent experiments. (C) Total number of vessels (CD31^+^) per view field (PVF) in Mock and HIF-1α-KD tumors (left panel) and immature vessels as determined by NG2-staining of pericytes; NG2^−^CD31^+^; (right panel). Representative immunofluorescence images of tumors stained for NG2 (green), CD31 (red) and DAPI (blue). Three random view fields were counted per tumor, *n* = 4–5 mice per group. Scale bar = 200 µm. (D) Representative images of vessels perfused with tomato lectin (TL; green) in pimonidazole positive (white) and pimonidazole negative tumors regions. Vessels were stained with CD31 Ab (red) and counter-stained with DAPI (blue). Scale bar = 50 µm. Ratio of perfused vessels (TL^+^/CD31^+^) over total number of vessels (CD31^+^) per view field, assessed in both pimonidazole positive and negative regions (right panel). Three random view fields were analyzed per tumor, *n* = 3 per mouse group. Mice from 3 independent experiments were analyzed at day 28 post-tumor cell injection in panels A-C. (E) Correlation analysis between the degree of tumor perfusion and tumor hypoxia (pimonidazole-positive areas) in Mock and HIF-1α-KD tumors, respectively from histological sections shown in panel D. Statistical significance was assessed using the Mann-Whitney test; *, *P*< 0.05; **, *P*< 0.01. (Color version of figure is available online.)

### Alterations of inflammatory and angiogenic genes in orthotopic HIF-1α-KD tumors

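MC-38GFP is a mouse colon adenocarcinoma line that carries green fluorescent protein (GFP). The HIF-1α-KD cells had a reduced HIF-1α transcript level, and Mock cells served as their control. Orthotopic tumors were grown from 40000 cells injected into the cecum wall. At least 50000 living tumor cells per sample, positive for GFP and negative for the leukocyte marker CD45 and the endothelial marker CD31, were sorted. Polyadenylated RNA was sequenced from a single end, in 3 Mock and 3 HIF-1α-KD libraries. The authors aligned the reads with STAR, counted them on genes with featureCounts and deposited, for 22880 genes, each count divided by one factor per library (normalized count). Removing that factor recovered the reads, and 100% of the values up to 300 reads were then whole numbers. Between 19845807 and 30809299 reads per library were counted on genes, with a median of 21145429 in Mock and 20539384 in HIF-1α-KD libraries. The 10 genes with the most reads took between 6.21% and 8.23% of the reads of a library. The filter of edgeR for low counts (filterByExpr by condition, minimum count of 10) kept 12014 genes. The log2 of the normalized count plus 1 was compared between the 2 groups with limma with a mean-variance trend, and p-values were adjusted across the genes tested by the method of Benjamini and Hochberg. A log2 fold change above 0 stands for a higher count in HIF-1α-KD cells. An exact permutation test of 3 libraries against 3 cannot give a p-value below 0.1, so the libraries of each gene were also compared for overlap, and 10% of genes are expected to show no overlap by chance. Gene positions are those of the mouse assembly GRCm38, matched by Ensembl identifier.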

To understand the role of HIF-1α on tumor growth, we sorted MC-38GFP tumor cells from orthotopic HIF-1α-KD and Mock tumors and analyzed the transcriptome using RNA sequencing. In HIF-1α-KD tumor cells we found 280 genes significantly upregulated (*P*< 0.05), while 288 genes were downregulated when compared to Mock tumor cells (Figure 3A, Table S1).

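Hif1a (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) had normalized counts of 6914, 5424 and 4945 in the Mock libraries and of 697.3, 3142 and 1928 in the HIF-1α-KD libraries. Its mean was 5761 ± 1027 (SD, n = 3) in Mock and 1922 ± 1222 (SD, n = 3) in HIF-1α-KD cells, a log2 fold change of -1.82 (standard error 0.46, limma adjusted p = 0.219). Hif1a was named in advance as a check of the labels, and its limma p-value before adjustment across all genes was 0.0036. Each HIF-1α-KD library lay below each Mock library, and with each library left out in turn the log2 fold change was between -2.30 and -1.21. Of the 12014 genes tested, 1 was higher and 46 were lower in HIF-1α-KD cells at an adjusted p-value under 0.05, and 1529 had an unadjusted p-value under 0.05. The 2 groups did not overlap in any of these 47 genes, and they did not overlap in 2301 (19.2%) of all genes tested, against 10% by chance. The higher gene was Serpinf1, which encodes pigment epithelium-derived factor, with a log2 fold change of 1.13 (standard error 0.18, limma adjusted p = 0.0446). The largest decreases among the 46 lower genes were those of Nrn1 (log2 fold change -3.42), Bnip3 (log2 fold change -2.70), Ankrd37 (log2 fold change -2.60), Mpp2 (log2 fold change -2.37) and Apln (log2 fold change -2.30). At an unadjusted p-value under 0.05 and a fold change of at least 1.5, 483 genes were higher and 416 were lower, with limma adjusted p-values between 0.0205 and 0.393. The paper's text gives the limit on p alone, and the limit on the fold change was inferred from Table S1, whose smallest log2 ratio is 0.59 in size. The counts at an adjusted p-value under 0.05 rose most with the Wald test of DESeq2 without a prior on the fold change, which gave 96 higher and 187 lower genes, among them all 47, and fell to 0 higher and 0 lower genes without Mock replicate 3 (1444 at an unadjusted p-value under 0.05). Of the 568 genes of Table S1, 561 were tested and all 561 changed in the direction the table gives, which is no independent check because the table was made from the same libraries.

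**Figure D1:**
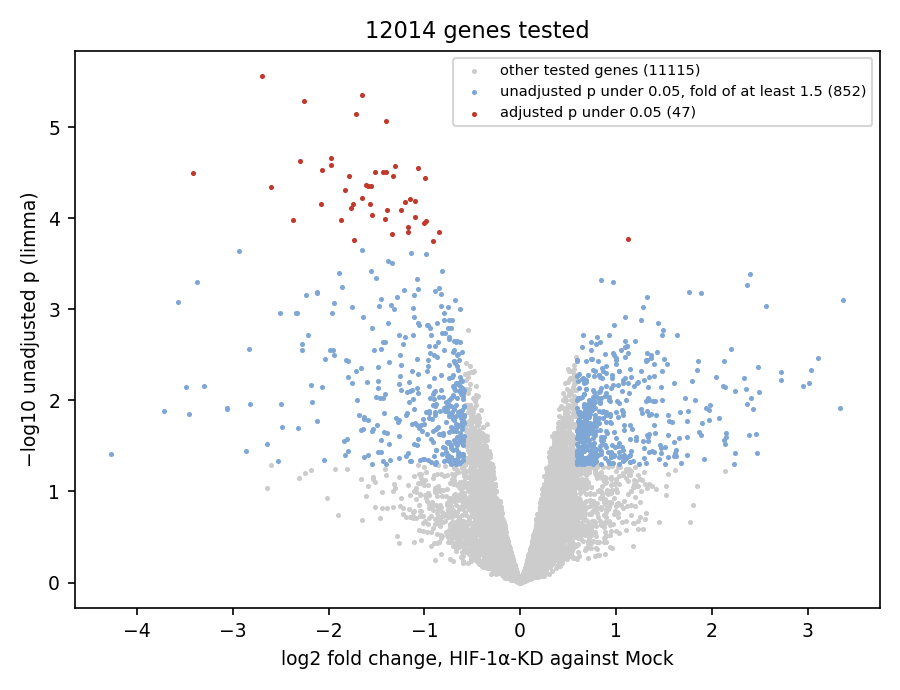
Log2 fold change (HIF-1α-KD against Mock, horizontal axis) and -log10 of the unadjusted limma p-value (vertical axis) of the 12014 genes tested, 1 point per gene. Red points are the 47 genes with an adjusted p-value under 0.05, of which 46 lie on the lower side, and blue points are the other genes with an unadjusted p-value under 0.05 and a fold change of at least 1.5.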

**Figure 3:**
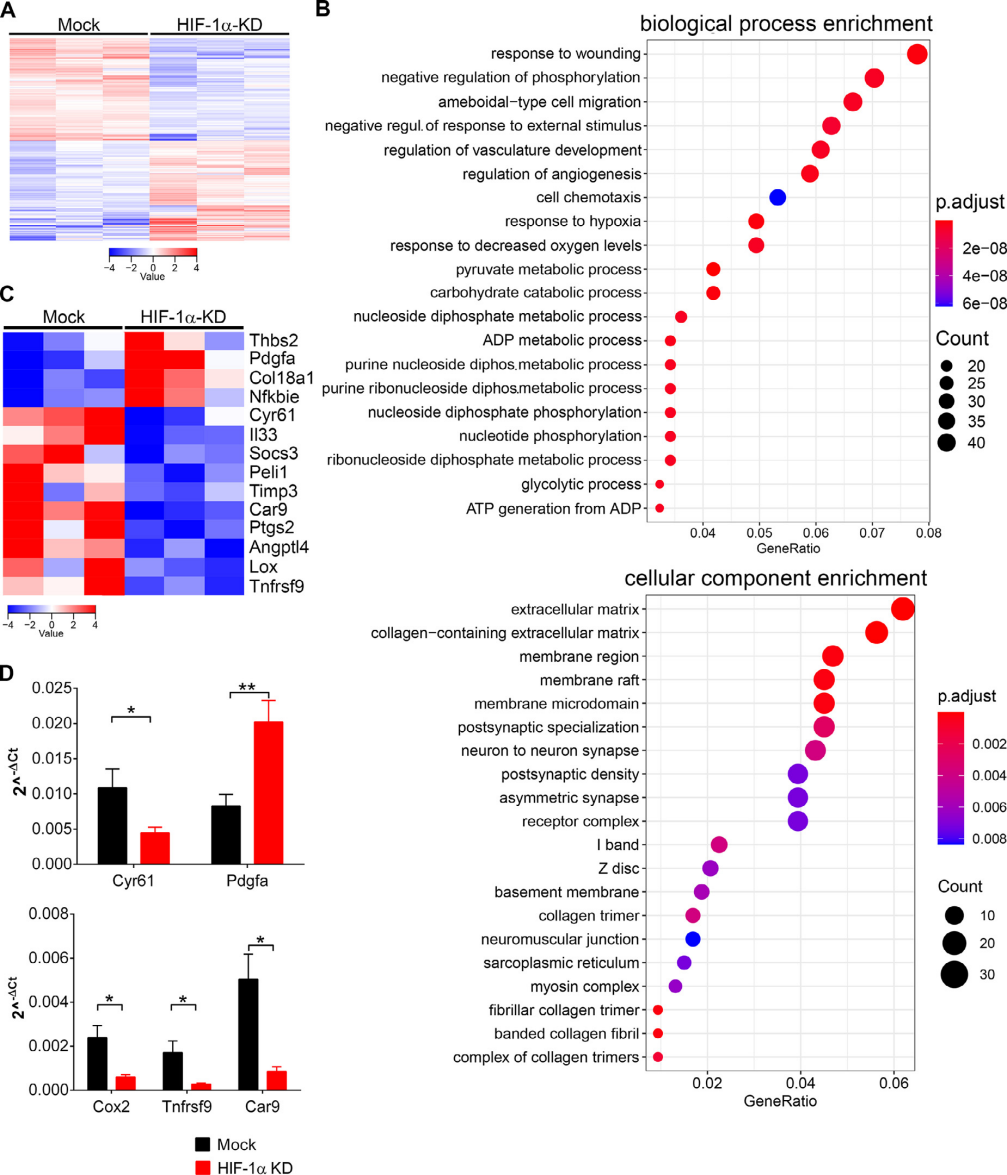
Upregulation of vessel-stabilizing factors and downregulation of proangiogenic molecules in HIF-1α-KD orthotopic tumors. (A) RNA sequencing results from Mock and HIF-KD sorted tumor cells from orthotopic tumors (>50,000 cells) presented as a heatmap. (B) Gene Ontology enrichment analysis performed on genes that were significantly deregulated in sorted HIF-1α-KD when compared to Mock tumor cells. (C) Fourteen genes linked to angiogenesis and inflammation which are differently regulated between HIF-1α-KD and Mock tumor cells. Statistically significant differences: at least *P* < 0.01. (D) Expression levels of selected differentially regulated genes in HIF-1α-KD and Mock tumor cells, normalized to ribosomal protein S12 mRNA, were validated by qPCR (*n* = 4–5). Statistical significance was assessed with Mann-Whitney test; *, *P* < 0.05; **, *P* < 0.01.

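In a principal component analysis of the log2 normalized counts, the first component held 39.2% and the second 25.2% of the variance. On the first component, the Mock libraries lay at -39.1, -10.9 and -13.7 and the HIF-1α-KD libraries at 56.2, 10.3 and -2.75, without overlap of the groups (exact permutation test, p = 0.1, the smallest value that 3 libraries against 3 allow). Mock replicate 1 and HIF-1α-KD replicate 1 lay farthest apart. On the second component the groups overlapped, because HIF-1α-KD replicate 1 lay at 22.7 and the other 2 HIF-1α-KD libraries at -22.2 and -39.1. Counts differed between libraries of the same group by more than sampling of reads gives. The chi-square per degree of freedom between a pair of libraries was smallest for HIF-1α-KD replicates 2 and 3 (30.8) and largest for Mock replicates 1 and 2 (98.6), where a value near 1 would be found for repeated sequencing of one library.

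**Figure D2:**
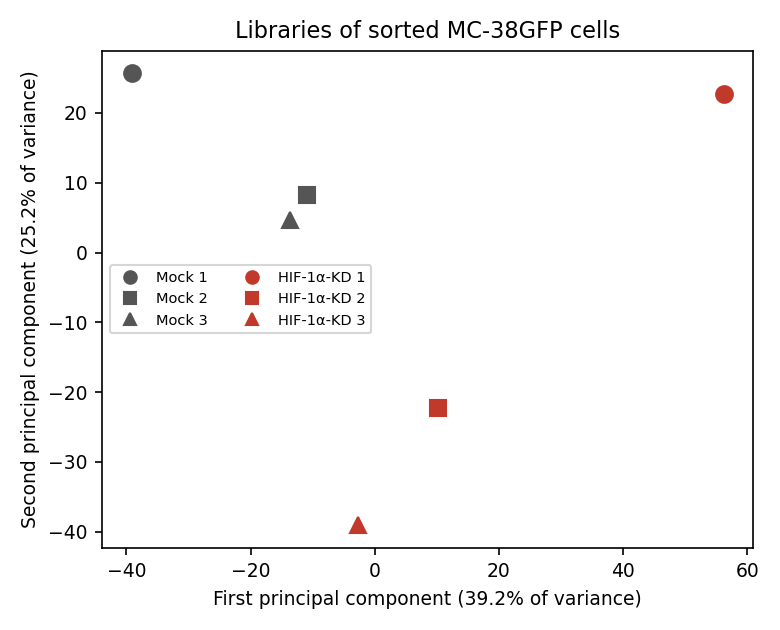
First principal component (horizontal axis, 39.2% of variance) and second principal component (vertical axis, 25.2% of variance) of log2 normalized counts, 1 point per library. Gray points are Mock and red points HIF-1α-KD libraries, and the shape gives the replicate. HIF-1α-KD replicate 1 lies at 56.2 on the first component, apart from the other 5 libraries.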

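The 14 genes of Figure 3C were Car9, Angptl4, Tnfrsf9, Il33, Timp3, Lox, Cyr61, Ptgs2, Socs3, Peli1, Nfkbie, Thbs2, Pdgfa and Col18a1. All 14 changed in the direction the figure shows. None (0 of 14) had a limma adjusted p-value under 0.05 across all genes tested, and 12 had an unadjusted p-value under 0.05. The adjusted p-values lay between 0.0553 for Car9 and 0.422 for Thbs2. With adjustment over the 14 genes alone, 12 were under 0.05, which shows no stability because the paper selected the list from these libraries. The Mock and HIF-1α-KD libraries did not overlap for 12 of the genes and overlapped for Thbs2 and Timp3. The 10% expected by chance is no comparison here, because the genes were selected from the same libraries. The count at an adjusted p-value under 0.05 moved most under the DESeq2 Wald test, which called 10 of the 14 genes both without a prior and with a normal prior. Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) fell from 2270 ± 913 (SD, n = 3) to 607 ± 259 (SD, n = 3) normalized counts, a log2 fold change of -1.94 (standard error 0.39, limma adjusted p = 0.124). Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) fell from 226 ± 127 (SD, n = 3) to 62.3 ± 26.6 (SD, n = 3) normalized counts, a log2 fold change of -1.75 (standard error 0.49, limma adjusted p = 0.253). Timp3 (ENSMUSG00000020044, chromosome 10, 86300372 to 86349506) had few reads, with 139.1, 16.3 and 59.2 normalized counts in Mock and 13.7, 6.00 and 32.3 in HIF-1α-KD libraries. Its log2 fold change of -1.80 (standard error 0.82, limma adjusted p = 0.405) was larger than the SD within the groups (1.34 on the log2 scale), and the groups overlapped.

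**Figure D3:**
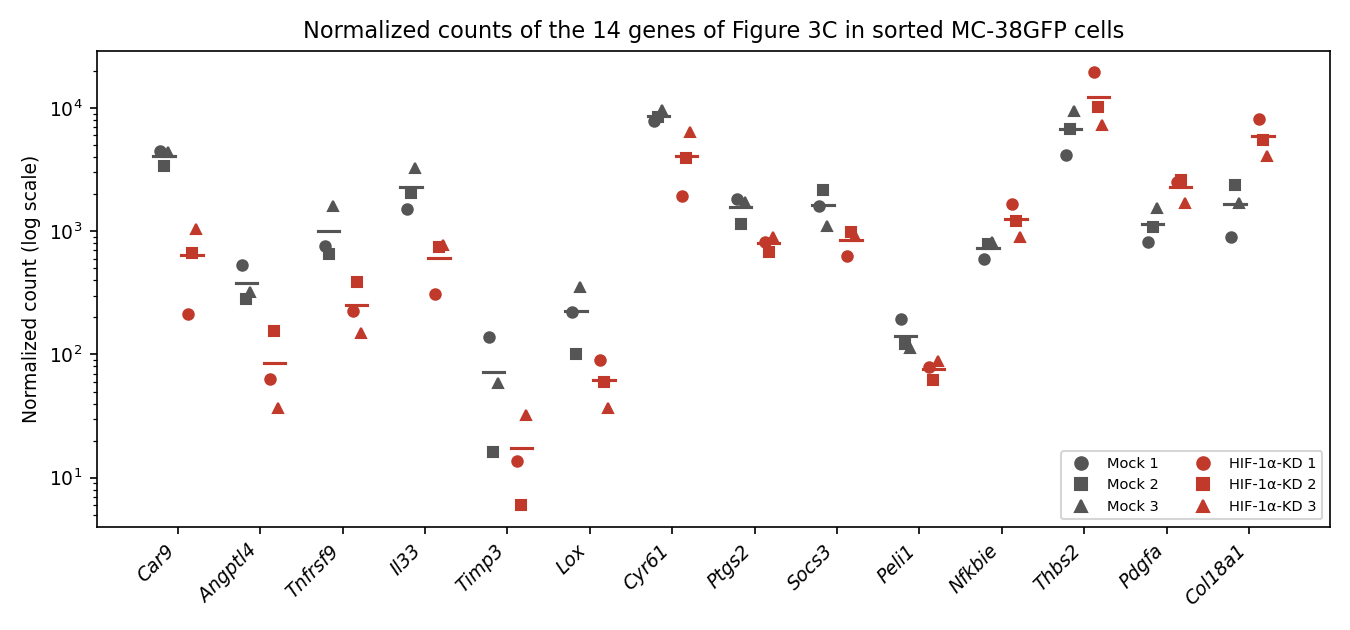
Normalized counts (vertical axis, log scale) of the 14 genes of Figure 3C in each library. Gray points are Mock and red points HIF-1α-KD libraries, the shape gives the replicate, and the bar is the mean of 3 libraries. The groups overlap for Timp3 and Thbs2 and for none of the other 12 genes.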

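Enrichment was computed from the Gene Ontology annotations that the authors' deposited table gives for each gene, without their ancestor terms. The genes higher or lower at an unadjusted p-value under 0.05 and a fold change of at least 1.5 were compared with all tested genes that carried an annotation, 11581 for biological processes and 11701 for cellular components. Fisher's exact test was used, and p-values were adjusted over 14 tests (7 terms in 2 directions). The terms were picked from those named in the text and in Figure 3B before their results were computed here. Figure 3B itself rests on genes the paper called in these libraries. Of the 899 genes higher or lower here, 521 are among the authors' calls. Enrichment of these terms is therefore no independent check, and the adjustment does not cover the paper's own choice of terms. Response to hypoxia held 11 lower genes where 2.69 were expected (odds ratio 4.68, exact adjusted p = 2.0e-04) and 7 higher genes where 3.21 were expected (exact adjusted p = 0.0578). Its adjusted p-value among higher genes was under 0.05 with scaling by library size alone (exact, 0.028) and with a block for replicate number (exact, 0.0465). Under the other alternatives it was not. Glycolytic process held 12 lower genes where 0.819 were expected (odds ratio 29.1, exact adjusted p = 5.5e-11) and 0 higher genes. Under the alternatives, the odds ratio of glycolytic process among lower genes was between 20.2 without the filter for low counts and 38.6 without Mock replicate 1.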

Gene ontology enrichment analysis using clusterProfiler_3.16.0 on mouse genome wide annotation revealed an upregulation of genes involved in biological processes and cellular components (Figure 3B). 

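Among genes annotated to angiogenesis, 18 were higher in HIF-1α-KD cells where 6.59 were expected (odds ratio 3.03, Fisher's exact test, adjusted p = 2.4e-04), and 13 were lower where 5.53 were expected (odds ratio 2.52, Fisher's exact test, adjusted p = 0.0073). Chemotaxis held 10 higher genes where 3.78 were expected (odds ratio 2.88, Fisher's exact test, adjusted p = 0.0077), and 4 lower genes where 3.17 were expected (Fisher's exact test, adjusted p = 0.714). Without Mock replicate 3, the odds ratio of angiogenesis among higher genes was 1.81, no longer past the threshold (Fisher's exact test, adjusted p = 0.128), and without Mock replicate 1 that among lower genes was 2.18 (Fisher's exact test, adjusted p = 0.0649). Chemotaxis among higher genes was not past it without Mock replicate 2 (Fisher's exact test, adjusted p = 0.105). The same held with limma without trend, a setting chosen after seeing the data (Fisher's exact test, adjusted p = 0.053). Without HIF-1α-KD replicate 3 the term was also enriched among lower genes (odds ratio 2.73, Fisher's exact test, adjusted p = 0.0069). As gene lists, written from general knowledge after the paper's Table S1 and figures had been read, the 26 angiogenesis genes tested had a median log2 fold change 0.22 above that of all genes (camera with an inter-gene correlation of 0.01, limma, p adjusted over 6 lists = 0.0053), and 19 of them were higher. The 22 outside Table S1 had a value of 0.17 (limma camera, adjusted p = 0.278). Table S1 holds the genes called in these same libraries, so a weaker value of the genes outside it follows from leaving the called genes out and is no test of stability, here and for the lists below. The value moved most with the source of the list, to -0.04 for the Reactome set of signaling by VEGF. The 25 chemokines and chemokine receptors tested had a value of -0.15 (limma camera, adjusted p = 0.751), with 11 genes higher and 14 lower, and the value was between -0.64 (without HIF-1α-KD replicate 3, limma camera, adjusted p = 0.0185) and 0.13 with each library left out in turn. Vegfa (ENSMUSG00000023951, chromosome 17, 46016993 to 46032369) fell from 2191 ± 77.5 (SD, n = 3) to 1654 ± 95.1 (SD, n = 3) normalized counts, a log2 fold change of -0.41 (standard error 0.13, limma adjusted p = 0.294).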

Specifically, regulation of vasculature development and angiogenesis together with cell chemotaxis were increased in HIF-1α-KD tumor cells when compared to Mock tumor cells. Simultaneously, cellular components of extracellular matrix and basement membrane genes were increased. 

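Extracellular matrix was annotated to 24 higher genes where 7.36 were expected (odds ratio 3.74, Fisher's exact test, adjusted p = 2.2e-06) and to 13 lower genes where 6.38 were expected (odds ratio 2.15, Fisher's exact test, adjusted p = 0.0207). The enrichment among lower genes was not past the threshold when any Mock library was left out (Fisher's exact test, adjusted p between 0.0649 and 0.334). Basement membrane was annotated to 13 higher genes where 2.68 were expected (odds ratio 5.91, Fisher's exact test, adjusted p = 9.3e-06) and to 1 lower gene. Collagen trimer was annotated to 8 higher genes where 1.40 were expected (odds ratio 7.22, Fisher's exact test, adjusted p = 2.0e-04) and to 1 lower gene, but without HIF-1α-KD replicate 3 it was also enriched among lower genes (odds ratio 4.99, Fisher's exact test, adjusted p = 0.0021). As a list, 27 collagen genes had a median log2 fold change 0.58 above that of all genes (limma camera, adjusted p = 5.7e-05), and 25 of them were higher. The median log2 normalized count of these genes was 10.58, 11.28 and 12.01 in the Mock libraries and 12.01, 11.86 and 11.99 in the HIF-1α-KD libraries, so Mock replicate 3 lay as high as the HIF-1α-KD libraries. Without Mock replicate 1, the value was 0.16 (limma camera, adjusted p = 0.0906), and with the inter-gene correlation estimated from the data the adjusted p of camera was 0.375. The 20 collagen genes outside Table S1, left after the genes called in these libraries are taken out, had a value of 0.23 (limma camera, adjusted p = 0.103). The 34 basement membrane genes had a value of 0.25 (limma camera, adjusted p = 0.0144), 24 of them higher. Without Mock replicate 1 this value was 0.09 (limma camera, adjusted p = 0.361), and the 28 genes outside Table S1 had a value of 0.23 (limma camera, adjusted p = 0.282).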

The disease enrichment analysis of identified genes in DisGeNET (a curated human dataset of gene-disease association [30] confirmed the tumor angiogenesis as one of the significantly upregulated pathways (Supplementary Figure 3)). To understand the observed changes in leukocyte infiltration and angiogenesis, we focused on genes involved in these processes. Several genes involved in angiogenesis and vessel maturation, including endostatin gene *Col18a1, Pdgfa Peli1 Angptl4* and *Cyr61*, were found to be differentially regulated (Figure 3C). 

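Angptl4 (ENSMUSG00000002289, chromosome 17, 33773750 to 33781830), which encodes angiopoietin-like 4, fell from 378 ± 135 (SD, n = 3) normalized counts in Mock to 84.8 ± 61.9 (SD, n = 3) in HIF-1α-KD cells. Its log2 fold change was -2.33 (standard error 0.49, limma adjusted p = 0.1395). The value stayed between -2.89 and -1.87 with each library left out in turn.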

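Col18a1 (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548) encodes collagen XVIII, from which endostatin is cleaved. Its normalized counts were 891.3, 2369 and 1700 in the Mock libraries and 8184, 5461 and 4053 in the HIF-1α-KD libraries, a log2 fold change of 1.89 (standard error 0.36, limma adjusted p = 0.109). The count is that of the transcript, and cleavage of the protein was not measured. Pdgfa (ENSMUSG00000025856, chromosome 5, 138976014 to 138997370) had 1151 ± 368 (SD, n = 3) normalized counts in Mock and 2265 ± 500 (SD, n = 3) in HIF-1α-KD cells, a log2 fold change of 1.00 (standard error 0.26, limma adjusted p = 0.228). The lowest HIF-1α-KD library had 1690 and the highest Mock library 1545 normalized counts of Pdgfa.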

Interestingly, factors contributing to blood vessel stabilization, such as endostatin derived from collagen XVIII and *Pdgfa*, were upregulated in HIF-1α-KD tumor cells.

Endostatin production depends on the proteolytic cleavage of collagen XVIII by matrix metalloproteinases [31]. Indeed, higher MMP9 expression was detected in lysates of HIF-1α-KD tumors (Supplementary Figure 2), which is in agreement with observed reduced number of blood vessels (Figure 2C). In addition, factors inducing inflammatory responses, like *Peli1, Pgts2, Socs3,* and *Tnfrsf9*, were downregulated, while an inhibitor of the NF-κB pathway (*Nfkbie*) was upregulated in HIF-1α-KD tumor cells. 

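Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227), which encodes cyclooxygenase 2, fell from 1562 ± 364 (SD, n = 3) to 799 ± 111 (SD, n = 3) normalized counts, a log2 fold change of -0.95 (standard error 0.21, limma adjusted p = 0.169). Tnfrsf9 (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102) fell from 999 ± 511 (SD, n = 3) to 254 ± 122 (SD, n = 3) normalized counts, a log2 fold change of -1.97 (standard error 0.41, limma adjusted p = 0.1395). Socs3 (ENSMUSG00000053113, chromosome 11, 117966079 to 117970047) had a log2 fold change of -0.91 (standard error 0.27, limma adjusted p = 0.268). It belongs to a group of immediate early genes, tested after the results were seen, that was lower as a whole, including members outside Table S1. With the inter-gene correlation estimated from the data, the adjusted p of limma camera was 0.151 for the group and 0.209 for those members. Peli1 (ENSMUSG00000020134, chromosome 11, 21091291 to 21150323) had a log2 fold change of -0.85 (standard error 0.30, limma adjusted p = 0.32), with 142 ± 44.6 (SD, n = 3) normalized counts in Mock and 76.6 ± 13.0 (SD, n = 3) in HIF-1α-KD cells. Nfkbie (ENSMUSG00000023947, chromosome 17, 45555703 to 45563169) rose from 735 ± 119 (SD, n = 3) to 1248 ± 379 (SD, n = 3) normalized counts, a log2 fold change of 0.73 (standard error 0.24, limma adjusted p = 0.296). The libraries of the 2 groups did not overlap for any of these 5 genes.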

Validation of several identified mRNA species by real-time qPCR confirmed the downregulation of the proangiogenic *Cyr61*and *Pgts2* as well as the proinflammatory *Cox2 and Tnfrsf9* transcripts and the upregulation of a vessel-stabilizing factor *Pdgfa* in HIF-1α-KD tumor cells (Figure 3D). 

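Car9 (ENSMUSG00000028463, chromosome 4, 43506966 to 43513729) had normalized counts of 4470, 3382 and 4356 in Mock and of 212.3, 663.1 and 1041 in HIF-1α-KD libraries, a log2 fold change of -2.93 (standard error 0.49, limma adjusted p = 0.0553). With each library left out in turn, the log2 fold change was between -3.42 and -2.28. The adjusted p-value was under 0.05 without the filter for low counts (limma, 0.0425) and in the DESeq2 Wald test without prior (0.0021).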

Of note, expression of carbonic anhydrase 9, a typical marker of hypoxia, was also reduced in HIF-1α-KD tumor cells. These data show that the hypoxic response in tumor cells directly induces the release of factors modulating inflammation and angiogenesis within the tumor microenvironment.

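The 59 tested genes of a list of hypoxia-induced genes had a median log2 fold change of -1.08 against all genes (limma camera, adjusted p = 1.5e-37). Of these genes, 50 were lower in HIF-1α-KD cells. Without overlap of the libraries, 42 were lower and 1 was higher, against 10% without overlap in either direction by chance. The 19 glycolytic enzymes tested had a value of -0.87 (limma camera, adjusted p = 3.0e-17), and 17 of them were lower. Both p-values rest on the preset inter-gene correlation of 0.01. Estimated from the data instead, it gave an adjusted p of limma camera of 0.0103 for the hypoxia-induced genes and 0.0134 for the glycolytic enzymes. With each library left out in turn, the values were between -1.15 and -1.03 for the hypoxia-induced genes and between -0.97 and -0.84 for the glycolytic enzymes. Table S1 already lists 36 of the hypoxia-induced genes, and without the genes it calls a weaker value is bound to remain. The 23 outside the table had a value of -0.18 (limma camera, adjusted p = 0.0484), and the 6 glycolytic enzymes outside it had a value of -0.16 (limma camera, adjusted p = 0.564). With the genes that the deposited table annotates to response to hypoxia as the list, a setting chosen after the data had been seen, the value was 0.02 (limma camera, adjusted p = 0.732), and with the Reactome set of the cellular response to hypoxia it was -0.08 (limma camera, adjusted p = 0.0255). Pgk1 (ENSMUSG00000062070, X chromosome, 106187100 to 106203699) fell from 38937 ± 10667 (SD, n = 3) to 12933 ± 799 (SD, n = 3) normalized counts, a log2 fold change of -1.55 (standard error 0.21, limma adjusted p = 0.0245). Pfkl (ENSMUSG00000020277, chromosome 10, 77986947 to 78010083) had a log2 fold change of -1.25 (standard error 0.18, limma adjusted p = 0.0298). From its expression data, the paper concludes that the response of tumor cells to hypoxia directly causes release of factors that act on inflammation and angiogenesis around these cells.

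**Figure D4:**
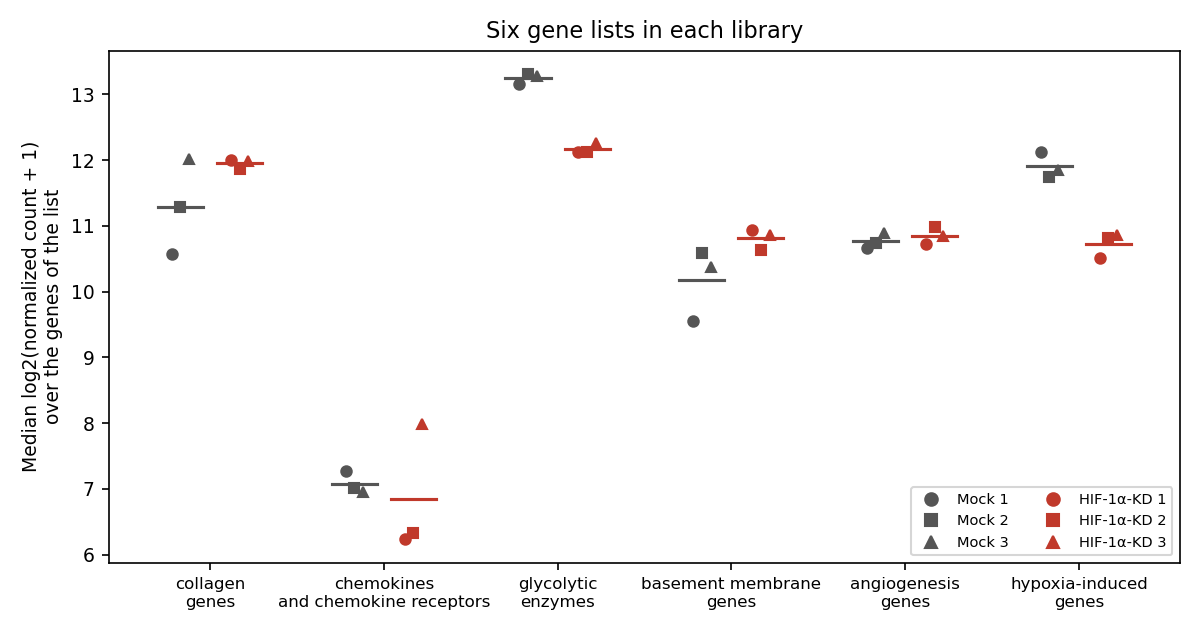
Median log2 of the normalized count plus 1 (vertical axis) over the tested genes of each of 6 gene lists, 1 point per library. Gray points are Mock and red points HIF-1α-KD libraries, the shape gives the replicate, and the bar is the mean of 3 libraries. The groups do not overlap for the glycolytic enzymes, the hypoxia-induced genes and, by a narrow margin (10.58 against 10.63), the basement membrane genes, and Mock replicate 3 lies among the HIF-1α-KD libraries for the collagen genes.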

Since HIF-1α expression in colorectal cancer correlates with poor prognosis [32,33], we examined human colorectal tumor samples in the Medisapiens database (http://ist.medisapiens.com/) for the expression of HIF-1α and transcripts identified to be dysregulated in HIF-1α-KD tumor cells. The analysis of 991 patients dataset showed a direct correlation between *HIF-1Α* mRNA levels and *LOX, CYR61, PGTS2, SOCS3, TIMP3, PELI1, TNFRSF9,* and *ANGPTL4* (Supplementary Figure 4A), which is in agreement with data obtained from the MC-38 mouse model. Similarly, the analysis using 594 colorectal cancer patient samples from Colorectal Adenocarcinoma dataset (TCGA, PanCancer Atlas; https://www.cbioportal.org/ ver. 3.4.3) confirmed the significant correlation between HIF-1α and the genes identified in MC-38 model (Supplementary Figure 4B).

### Intratumoral delivery of CYR61 increases tumor hypoxia and vascular permeability in HIF-1α-KD tumors

Pathologic tumor neovascularization and aggressiveness have been linked to the expression of Cyr61/CCN1 in breast and pancreatic cancer cells [34], [35], [36]. Cyr61 is an extracellular matrix protein promoting endothelial cell proliferation, adhesion, and differentiation [37]. 

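The gene of Cyr61 (ENSMUSG00000028195, chromosome 3, 145646976 to 145649981) had 8669 ± 957 (SD, n = 3) normalized counts in Mock and 4067 ± 2198 (SD, n = 3) in HIF-1α-KD tumor cells. Its log2 fold change was -1.25 (standard error 0.36, limma adjusted p = 0.261), between -1.64 and -0.79 with each library left out in turn. All HIF-1α-KD libraries, at 1946, 3920 and 6335 normalized counts, lay below the lowest Mock library at 7811. Cyr61 is 1 of 53 immediate early genes, of which 6 were higher and the rest lower in HIF-1α-KD cells. That list was made after the results were seen, and only 29 of its genes, without Cyr61, lie outside Table S1. The count is therefore partly fixed by the paper's calls. With the inter-gene correlation estimated from the data, the adjusted p of limma camera for the list was 0.151.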

We observed downregulation of Cyr61 in HIF-1α-KD tumor cells (Figure 3C-D) as well as in tumors (Supplementary Figure 2). To test whether Cyr61 affects the tumor growth of colon carcinoma, we intratumorally injected recombinant Cyr61 into HIF-1α-KD tumors. Increased hypoxic regions, determined by pimonidazole staining, were observed upon Cyr61 injection when compared to control tumors treated with the solvent HBSS (Figure 4A). No changes in vessel density were observed between Cyr61 and control tumors in the hypoxic regions while a significant reduction of vessel numbers was observed in pimonidazole-negative regions (Figure 4B). However, Cyr61 injection induced larger vessels, as determined by the vessel area, which correlated with reduced vessel density in pimonidazole-negative regions. To test whether Cyr61 injection affected the functionality of vessels, we injected Evans Blue and assessed extravasation of the dye (Figure 4C). HIF-1α-KD tumors injected with recombinant Cyr61 showed increased vascular permeability, which is in agreement with Cyr61 as an inducer of aberrant tumor angiogenesis associated with nonfunctional leaky vessels and hypoxia.

**Figure 4:**
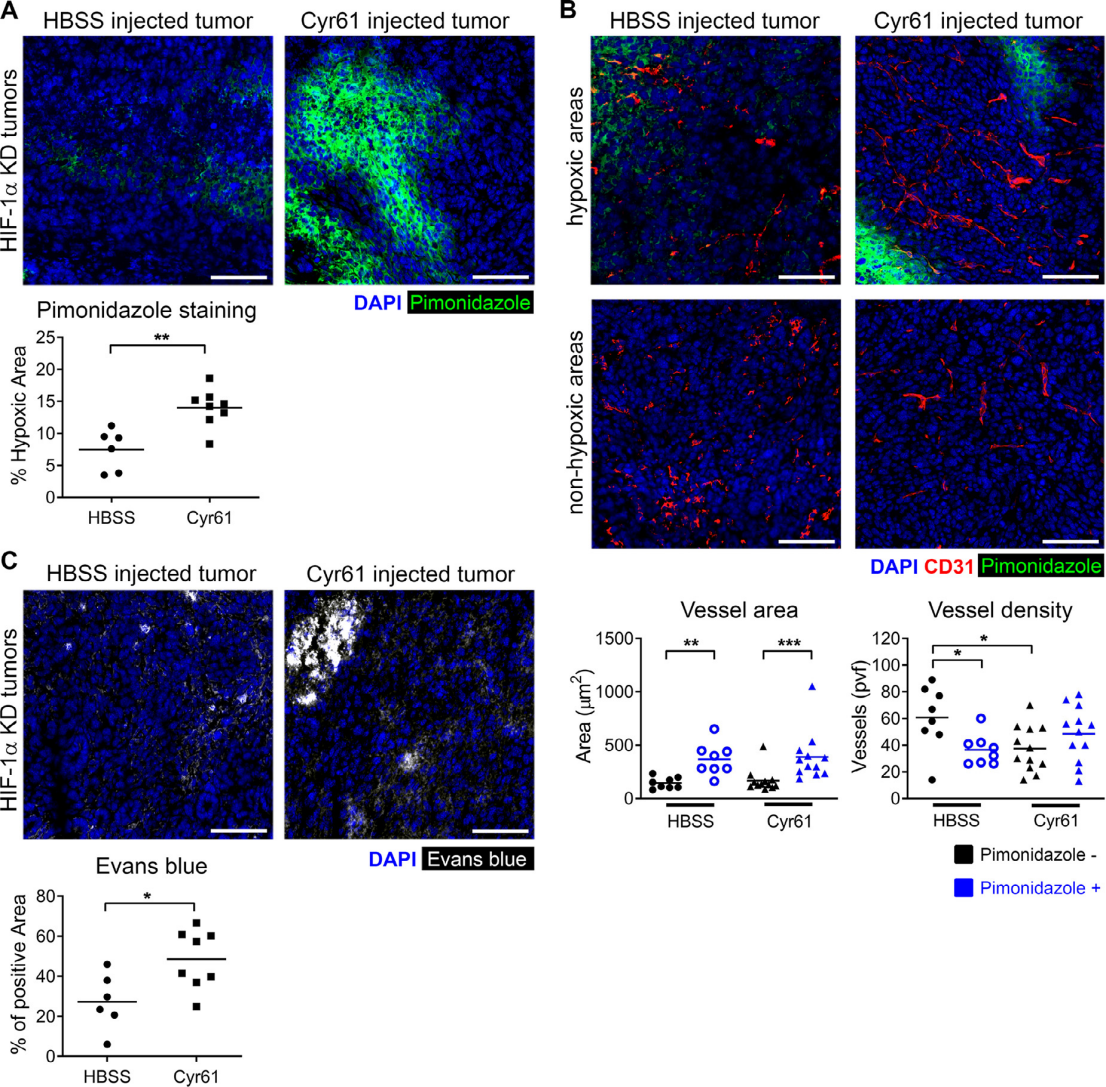
Intratumoral treatment of HIF-1α-KD orthotopic tumors with Cyr61 protein increases tumor hypoxia and vascular leakiness. (A) Representative images of hypoxic regions in HIF-1α-KD tumors treated with Cyr61 or HBSS (control) visualized by pimonidazole staining (green) and counterstained with DAPI (blue). Quantification of hypoxic regions as percentage of pimonidazole positive area over total tumor area in respective tumors (lower panel); n = 6–8 tumors per group. (B) Representative images of blood vessels (CD31 staining, red) in HIF-1α-KD tumors either treated with Cyr61 or HBSS. Hypoxic and non-hypoxic regions visualized by pimonidazole (green) and counterstained with DAPI (blue) for respective treatments. Lower panels show total vessel area (CD31^+^) and the average vessel density per view field (PVF), determined in randomly chosen 2 view fields per tumor sample (*n* = 4–5 tumors per group). (C) Representative images of Evans Blue staining (white) in HIF-1α-KD tumors treated with either Cyr61 or HBSS. Quantification of vascular permeability in tumors shown as a percentage of Evans Blue positive area over total tumor area (*n* = 5–8 tumors per group). Statistical significance was assessed using the Mann-Whitney test; *, *P*< 0.05; **, *P*< 0.01; ***, *P*< 0.001. (Color version of figure is available online.)

### HIF-1α interacts with TRAF6 upstream of NF-κb in MC-38 cells

Inflammation is directly linked to colon cancer development [12] and the colonic epithelium is known to be in a physiologically hypoxic state [18]. This unique physiological situation in the colon stimulated us to assess the cross talk between inflammation and hypoxia in the mouse colon-cancer model. Previously, we had shown that HIF-1α levels in MC-38 cells remain unchanged upon LPS stimulation, while hypoxia treatment failed to induce NF-κB signaling in vitro [19]. We used this dataset of differently expressed genes from MC-38 cells for an *in silico* analysis based on the known proteome-wide physical protein-protein interactions (Figure 5A). Of note, the HIF target and hypoxic tumor hallmark gene carbonic anhydrase 9 (CA9) was identified among the upregulated genes, which confirms the hypoxic culture conditions. Among the identified sixty proteins, the tumor necrosis factor receptor-associated factor 6 (TRAF6) protein was identified as a possible key interaction point with the highest centrality value between the hypoxic and inflammatory pathways (Figure 5A). Previously, TRAF6 overexpression in tumor cells had been shown to stabilize HIF-1α [38]. Thus, we tested the hypothesis that TRAF6 directly interacts with HIF-1α, as suggested from the protein-protein interaction network analysis. HIF-1α-KD and Mock MC-38 cells were cultured under normoxia and hypoxia, with or without LPS stimulation, followed by TRAF-6 immunoprecipitation and HIF-1α detection (Figure 5B). Increased co-immunoprecipitated HIF-1α protein amounts were detected in Mock cells under hypoxia when compared to normoxia, indicating physical interaction between TRAF6 and HIF-1α. When HIF-1α was immunoprecipitated in MC-38 cells stimulated with hypoxia, TRAF6 protein was detected (Supplementary Figure 5). LPS stimulation alone had no effect on HIF-1α expression (Figure 5B), which is in agreement with our previous data [19]. To demonstrate that the HIF-1α-TRAF6 interaction is not cell type specific, coimmunoprecipitation was confirmed in murine CT26 colon carcinoma cells (Figure 5C). Next, we confirmed the TRAF6-HIF-1α interaction using proximity ligation assay in situ. MC-38 Mock cells under normoxia showed interaction between TRAF6 and HIF-1α in the cytoplasm, which was increased in cells cultured under hypoxia (Figure 5D).

**Figure 5:**
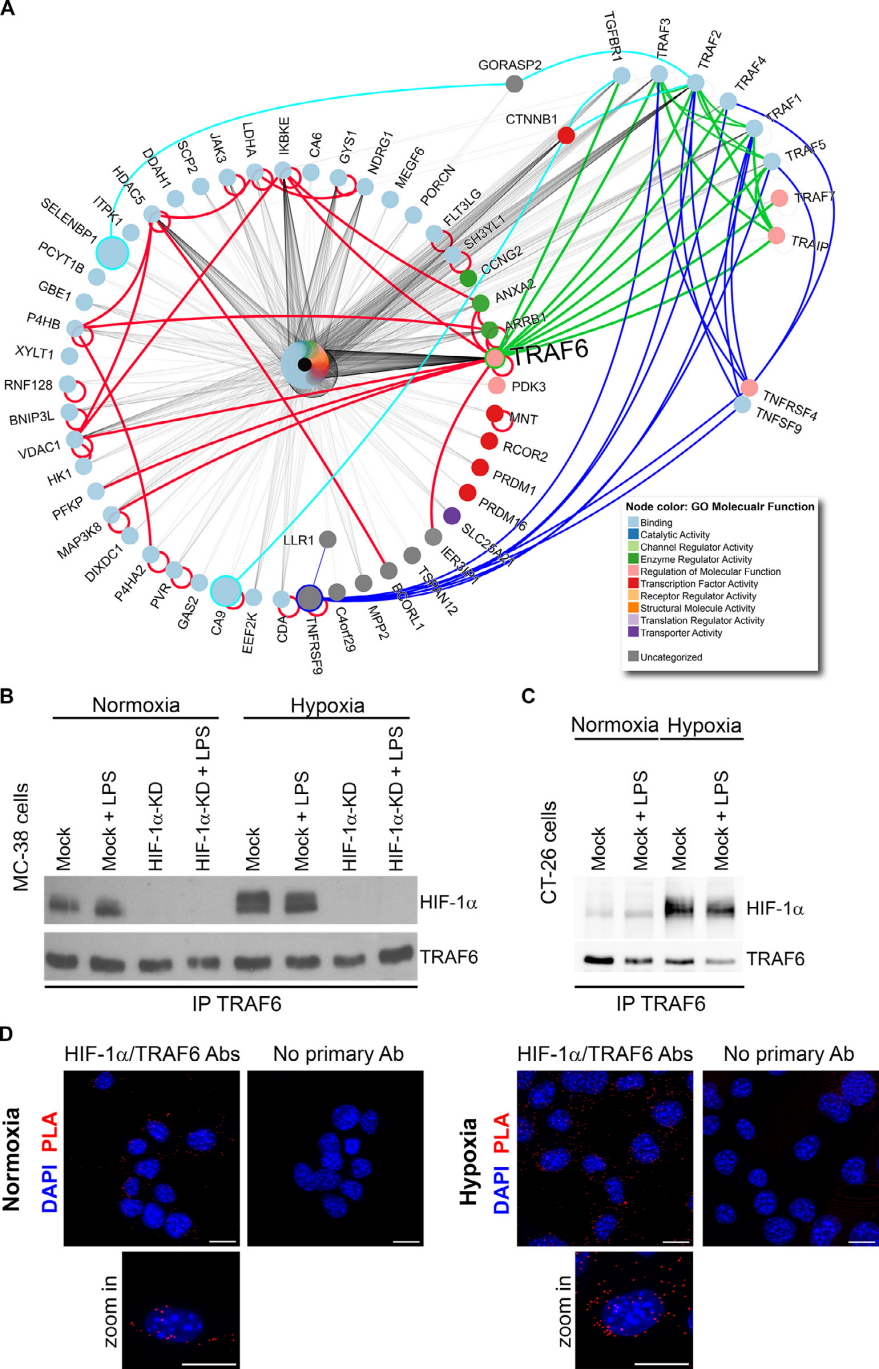
HIF-1α interacts with TRAF6 and links hypoxia to inflammation in colorectal cancer. (A) Protein-protein interaction network based on differently regulated genes observed in MC-38 cells cultured under either hypoxia or normoxia using the NAViGaTOR software. Node size is proportional to the expression level in hypoxia versus normoxia. Red lines represent direct interactions among proteins upregulated during hypoxia. Blue, turquoise, and green lines show indirect/mediated interactions of the TRAF6 with other hypoxia upregulated proteins. (B) Coimmunoprecipitation of TRAF6 and HIF-1α in Mock and HIF-1α-KD MC-38 cells stimulated either by hypoxia/normoxia with or without addition of LPS followed by the detection of TRAF6 or HIF-1α, respectively (n = 3). (C) Co-immunoprecipitation of TRAF6 and HIF-1α in CT26 cells stimulated either by hypoxia/normoxia or LPS addition, followed by the detection of TRAF6 or HIF-1α, (*n* = 3). (D) Proximity ligation assay in MC-38 Mock cells cultured under normoxia and hypoxia for 8 h followed by detection with HIF-1α and TRAF6-specific antibodies using Duolink In Situ Orange Kit (Sigma). Negative control (No primary Ab) is shown; scale bar = 15 µm. (Color version of figure is available online.)

### TRAF6 is required for orthotopic tumor growth

To test the involvement of TRAF6 in tumorigenesis, we prepared MC-38GFP with shRNA-induced downregulated TRAF6 expression, MC-38-TRAF6-KD (Supplementary Figure 6A-C), and injected them into the cecum wall. Interestingly, only three out of twenty one animals developed a very small tumor upon MC-38-TRAF6-KD tumor cells injection while all Mock cell injections led to tumor formation (Figure 6A). To exclude that TRAF6-KD tumor cells have a general problem to proliferate in vivo, we intravenously injected these cells and followed metastasis to the lungs. Lung tumors grew in all mice injected with MC-38-TRAF6-KD cells at similar size as with Mock cells, albeit in reduced numbers (Supplementary Figure 6D). Subcutaneous injection of MC-38-TRAF6-KD tumor cells also resulted in normal tumor development, albeit the size of tumors was reduced when compared to Mock tumors (Figure 6B). These data indicate that TRAF6 in colorectal tumor cells is essential for tumor growth specifically in the colon/cecum.

**Figure 6:**
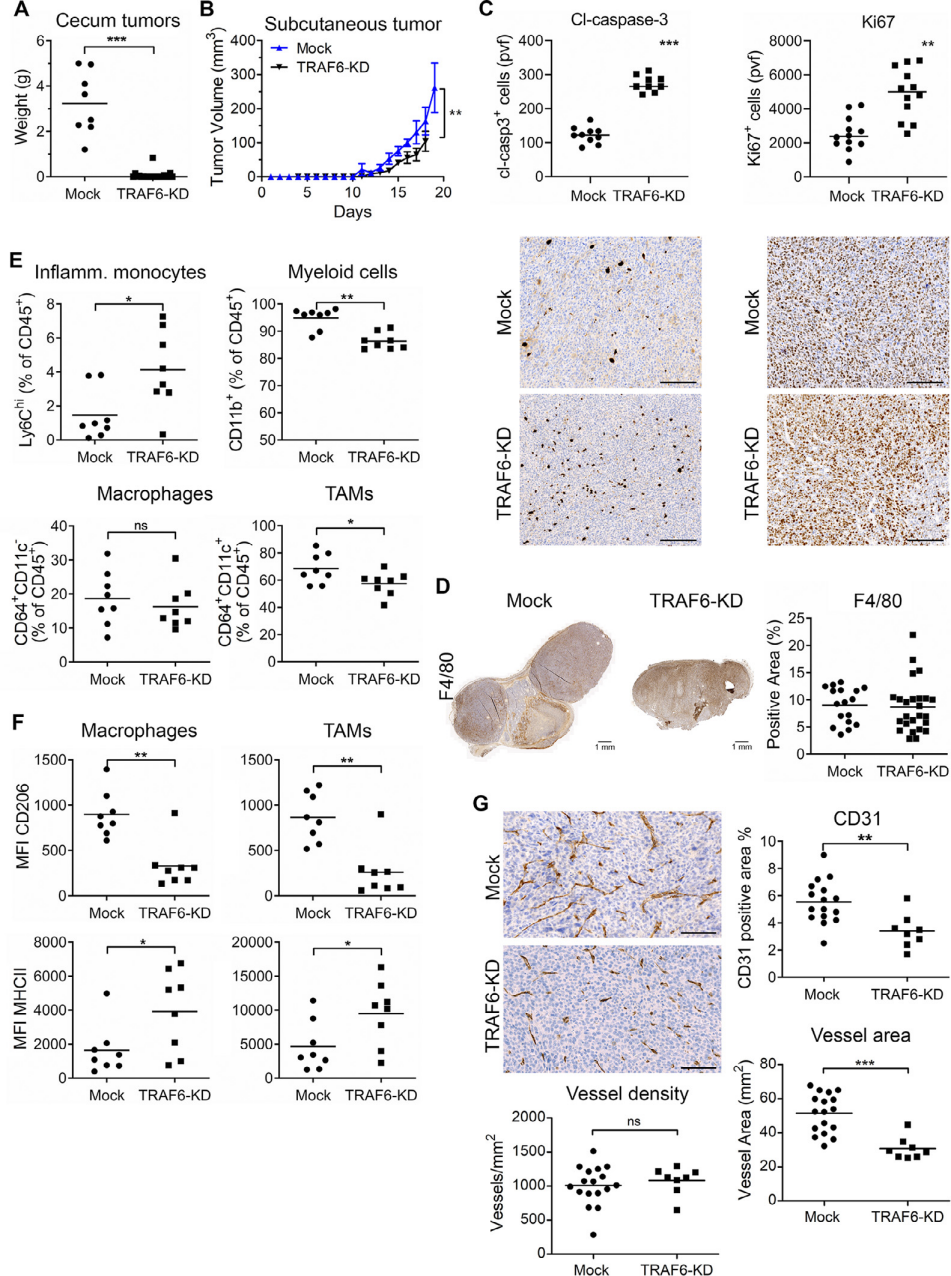
TRAF6-KD in MC-38 cells impairs tumor growth in the cecum and reduced subcutaneous tumor growth with changes in macrophages and angiogenesis. (A) Tumor mass in mice with MC-38 TRAF6-KD and Mock cell injection in the cecum 28 days postinjection. Mice without tumor have zero value. Mice from 2 independent experiments are presented (TRAF6-KD; *n* = 21). (B) The growth of subcutaneous tumors in mice injected either with TRAF6-KD or Mock MC-38 cells (n ≥ 10 per group). (C) Immunohistochemical analysis of cleaved-caspase-3 (cl-casp-3) and Ki67 staining in subcutaneous MC-38 Mock and TRAF6-KD tumors. Random view fields were quantified for positive cells. pvf, per view field; scale bar = 200 µm. (D) Immunohistochemical analysis of subcutaneous tumors stained with the macrophage marker F4/80 Ab (top panels) were quantified (low panel). Three to 4 random view fields were analyzed per tumor; *n* = 4–5 per group. (E) Number of innate immune cells in orthotopic tumors represented as percentage of living CD45^+^ cells, determined by flow cytometry; inflammatory monocytes, Ly6C^hi^; dendritic cells, CD103^+^/CD64^−^; macrophages, (CD64^+^/CD11c^−^/CD103^−^; and tumor-associated macrophages – TAMs, CD64^+^/CD11c^+^/CD103^−^. Tumor analysis from two independent experiments (*n* = 8). (F) Cell surface expression of polarization markers MHCII and CD206 was analyzed by flow cytometry, in parallel to the experiments shown under E. MFI from FMO control was subtracted from each sample; MFI, median fluorescence intensity. (G) Angiogenesis in TRAF6-KD and Mock tumors was analyzed using CD31 staining. The amount to vessel (CD31-positive staining) was quantified as percentage of total tumor area; vessel area and vessel density, respectively. Representative images of Mock and TRAF6-KD tumor are shown; scale bar = 100 µm. Statistical significance was assessed using the Mann-Whitney test; *, *P*< 0.05; **, *P* < 0.01; ***, *P* < 0.001.

Next, we analyzed the composition of TRAF6-KD and Mock subcutaneous tumors. TRAF6-KD tumors showed an increased detection of apoptotic cells, as determined by cleaved-caspase 3 staining, when compared to Mock tumors, which correlates with reduced tumor size (Figure 6C). Interestingly, TRAF6-KD tumor showed also increased number of Ki67-positive tumor cells. No major changes in macrophages between TRAF6-KD and Mock tumors were observed using immunohistochemistry (Figure 6D). Flow cytometry analysis of tumor infiltrating leukocytes revealed an increased presence of inflammatory monocytes (Ly6C^hi^), and reduced numbers of myeloid cells (CD11b^+^) and tumor-associated macrophages; TAMs (CD11b^+^CD64^+^CD11c^+^) in TRAF6-KD tumors (Figure 6D). The number of macrophages (CD64^+^CD11c^−^) remained unchanged between TRAF6-KD and Mock tumors. When we analyzed the polarization of macrophages into protumorigenic M2 or antitumorigenic M1 one using the CD206 and MHCII markers, respectively, increased numbers of M1 type macrophages in TRAF6-KD were observed (Figure 6E), which is in agreement with the observed tumor size reduction (Figure 6B).

### TRAF6-KD tumors show reduced vessel density

TRAF6 had previously been shown to modulate HIF-1α expression in colonic and breast cancer tumor cells [38,39], and here we showed that TRAF6 interacts with HIF-1α in murine MC-38 and CT-26 cells. Thus, we asked whether TRAF6-KD affected tumor angiogenesis. While the number of vessels was not affected in TRAF6-KD tumors, a significantly reduced vessel area, reflecting reduced angiogenesis, was observed when compared to Mock tumors (Figure 6F). These results indicate that that functional TRAF6 signaling contributes to formation of aberrant blood vessels in the tumors, reflected in significantly larger vessels.

## Discussion

Inflammation and hypoxia modulate the tumor microenvironment to promote tumor progression and invasiveness [40]. Low oxygen tensions, present at both inflammatory sites and tumors, stabilize HIF-αs, which activates target genes involved in angiogenesis, cell survival, metabolic reprogramming, and metastasis. Overexpression of HIF-1α was observed in various human cancers, including colorectal cancer [41] and is independently associated with poor prognosis [32]. HIF-1α is a transcription factor regulating tumor cell survival and proliferation; and epithelial barrier function following inflammation in the colon [11,^42^,43]. Here we studied the role of HIF-1α-mediated response towards hypoxia in an orthotopic colorectal cancer model in immunocompetent mice. Importantly, we observed smaller HIF-1α-KD tumors, with reduced infiltration by granulocytes. The almost complete absence of a hypoxic response in MC-38 cells resulted in tumors with less but more functionally perfused vasculature. The number and the size of blood vessels in Mock tumors correlated with increased tumor hypoxia indicating an active role of tumor cell-derived HIF-1α signaling leading to aberrant, non-functional angiogenesis [3]. In this context, down-regulation of HIF-1α in tumor cells resulted in vessel normalization and maturation, and consequently less hypoxia. Of note, increased local oxygen consumption by infiltrating granulocytes with active respiratory burst contributes to intestinal tissue hypoxia in colitis models [44]. Indeed, we observed higher numbers of granulocytes in Mock tumors. Recently, metabolic targeting of HIF-1α has been shown to potentiate chemotherapy responses in human colorectal cancer tumor growth in a murine model, which was associated with reduced angiogenesis [45]. These findings are in agreement with our data showing that MC-38 tumors with reduced HIF-1α expression are smaller, with functional vessels and reduced hypoxia. In addition, better-perfused vasculature may explain the increased responsiveness to chemotherapy observed previously [45]. Recent study provided evidence for microRNA regulated switch between endothelial cell proliferation and migration during angiogenesis [46]. Specifically, miRNA-29a-3p was found to be a selective marker identifying colorectal cancer patients, who are responding to anti-angiogenic treatments. Using mirDIP database portal we identified possible hsa-miR-29a-3p target genes in our tumor dataset. Interestingly, 81 targets overlap with upregulated genes and 87 targets with down-regulated genes (Supplementary Figure 7); including upregulated genes involved extracellular matrix modification and downregulated expression of Cyr61. 

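Of the 81 upregulated targets listed, 81 were tested and all were higher in HIF-1α-KD cells. An unadjusted p-value under 0.05 with a fold change of at least 1.5 was met by 74 of them, and 0 had a limma adjusted p-value under 0.05. Of the 87 downregulated targets, 85 could be matched by symbol, all 85 were lower, 83 met the criterion and 11 had a limma adjusted p-value under 0.05. The Mock and HIF-1α-KD libraries did not overlap for 65 of the upregulated and 77 of the downregulated targets, against 10% of genes by chance. These counts follow from how the lists were made, because they were drawn from the genes called in the same libraries. The upregulated targets held 5 collagen genes.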

Further studies are required to assess the role of the tumor hypoxia status and its effect on miRNA regulated angiogenesis.

The balance between pro- and anti-angiogenic factors is usually disturbed during tumor development, resulting in tortuous and leaky vessels [47]. Analysis of tumor lysates showed reduced amounts of inflammatory and pro-angiogenic factors in HIF-1α-KD tumors, such as Cyr61 or Dll4, which correlated with a normalized vasculature. Transcriptome analysis of sorted MC-38 tumor cells revealed upregulation of vessel-stabilizing factors such as endostatin, Pdgfa, Thbs2 in HIF-1α-KD cells and reduced expression of pro-angiogenic factors such as Cyr61, Cox-2 and Angptl4 when compared to Mock tumors. 

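Thbs2 (ENSMUSG00000023885, chromosome 17, 14665500 to 14694235) had normalized counts of 4172, 6776 and 9368 in the Mock libraries and of 19410, 10240 and 7221 in the HIF-1α-KD libraries. Its log2 fold change was 0.81 (standard error 0.38, limma adjusted p = 0.422), and between 0.42 and 1.13 with each library left out in turn. With all libraries the value was larger than the SD within the groups (0.66 on the log2 scale). The groups overlapped, since HIF-1α-KD replicate 3 lay below Mock replicate 3.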

Both findings on mRNA and protein levels are in agreement with histological evidence of more functional vessels detected in tumors with an impaired hypoxia response. Of note, HIF-1α down-regulation resulted in lower transcript levels of genes such as *Pellino1, Socs3* and *Tnfrsf9* involved in the inflammatory cascade. In human colorectal tumors, HIF-1α expression positively correlated with genes shown to be regulated by HIF-1α in MC-38 tumors. Particularly, the observed Cyr61 mRNA level was previously reported to be a pro-angiogenic and tumor-promoting factor in renal, breast, pancreas and lung cancer cell lines [48], [49], [50]. We showed that intra-tumoral injection of Cyr61 resulted in enhanced angiogenesis associated with increased leaky vasculature and tumor hypoxia. Thus, the interference with the HIF-1α response in tumor cells leads to vessel normalization despite the intact hypoxia response in the tumor microenvironment.

Tumor cell-derived NF-κB signaling is required for tumor initiation and progression in colorectal cancer [17,51]. Specific inactivation of the NF-κB pathway in epithelial cells attenuated the formation of colitis-associated colon cancer [52]. The modulation of NF-κB signaling in colon cancer has been linked to: increased chemokine expression associated with leukocyte infiltration and the microbiota-derived activation [53], [54], [55]. Bioinformatics analysis of the potential HIF-1α interactome identified TRAF6, an upstream mediator of the NF-κB pathway, as a potential link between hypoxia signaling and the inflammatory cascade. MC-38 tumor cells with reduced TRAF6 expression could not establish a tumor in the caecum, while tumors readily formed upon subcutaneous injection, albeit at a reduced size. Intestinal epithelial cells are in a constant contact with microbiota, which requires a tight control of inflammatory responses [54,56], likely explaining why tumor cells with reduced TRAF6 activity and therefore reduced NF-κB signaling do not grow in the inflammatory environment of a colon.

The histological analysis of TRAF6-KD tumors showed increased apoptosis (cleaved-caspase-3^+^), but also increased tumor cell proliferation as determined by Ki67 staining, when compared to Mock tumors. Ki67-staining is routinely being used for detection of proliferating tumors cells in animal models (e.g. [57]. However, recent study showed that Ki67 expression is not always associated with cell proliferation, since the Ki67 gene controls heterochromatin organization [58]. Targeted depletion of Ki67 gene in the mouse gut epithelium did not result in any cell proliferation deficiency. Furthermore, cleaved-caspase 3 detection is a better prognostic marker than Ki67 staining in colorectal and endometrial cancers [59,60]. Recently, suppression of TRAF6 expression through overexpression of miR-146a resulted in deregulation of tumor cell proliferation in non-small cell lung cancer [61]. This finding is in agreement with our observation that TRAF6-KD tumors showed enhanced Ki67 staining, although we observed limited tumor growth due to enhanced apoptosis and reduced angiogenesis.

TRAF6 is a unique member of the TRAF family of intracellular proteins, and is critically involved in the IL-1 receptor and Toll-like receptor family induced signal transduction leading to NF-κB activation [62]. Increased TRAF6 expression has been reported in various tumors, including colon, breast and melanoma cancers, as well as in lymphoid malignancies [38,^39^,[63], [64], [65]. Reportedly, TRAF6 is a K63-E3 ubiquitin ligase that ubiquitinates and stabilizes HIF-1α in colon cancer cells independent of oxygen [38]. On contrary to previous findings, we observed enhanced endogenous levels of HIF-1α interacting with TRAF6 under hypoxia. In breast cancer cells, TRAF6 overexpression correlated with increased HIF-1α signaling and metastasis [39]. We identified TRAF6 as a potential binding partner of HIF-1α in MC-38 tumor cells under hypoxia and confirmed that TRAF6 physically interacts with HIF-1α as visualized by proximity ligation assay. Interestingly, we observed mostly cytoplasmic localization of TRAF6-HIF-1α interactions. Our data indicate that TRAF6-HIF-1α interaction contributes to tumor growth, primarily through modulation of angiogenesis, likely through stabilization of HIF-1α proteins levels in tumor cells [38]. Both individual downregulations of either HIF-1α or TRAF6 resulted in smaller tumors with reduced angiogenesis and normalized vasculature. Thus, targeting of hypoxia-inflammatory crosstalk represents an attractive approach for further development of improved delivery of standard or targeted cancer therapies.

## Authors' contributions

Conception and design: J.F. Glaus Garzon, R.H. Wenger, M.O. Hottiger, L. Borsig; Development of methodology: J. F. Glaus Garzon, L. Borsig; Acquisition of data/Investigation: J.F. Glaus Garzon; Analysis and validation of data (e.g., statistical analysis, biostatistics, computational analysis): J.F. Glaus Garzon, C. Pastrello, I. Jurisica, L. Borsig; Data curation, visualization: C. Pastrello, I. Jurisica; Resources: M.O. Hottiger, R.H. Wenger, I. Jurisica, L. Borsig; Writing original draft: J.F. Glaus Garzon, L. Borsig; Writing/review/editing of the manuscript: J.F. Glaus Garzon, I. Jurisica, R.H. Wenger, M.O. Hottiger, L. Borsig; Study supervision: L. Borsig.

# Supplementary material for: Tumor cell endogenous HIF-1α activity induces aberrant angiogenesis and interacts with TRAF6 pathway required for colorectal cancer development
**Source:** Neoplasia. 2020 Oct 24;22(12):745–58. doi: 10.1016/j.neo.2020.10.006
**Supplement:** Supplementary file 1

## **Supplementary Data**

***Glaus Garzon et al.***

**Tumor cell endogenous HIF-1 $\alpha$  activity induces aberrant angiogenesis and interacts with TRAF6 pathway required for colorectal cancer development**

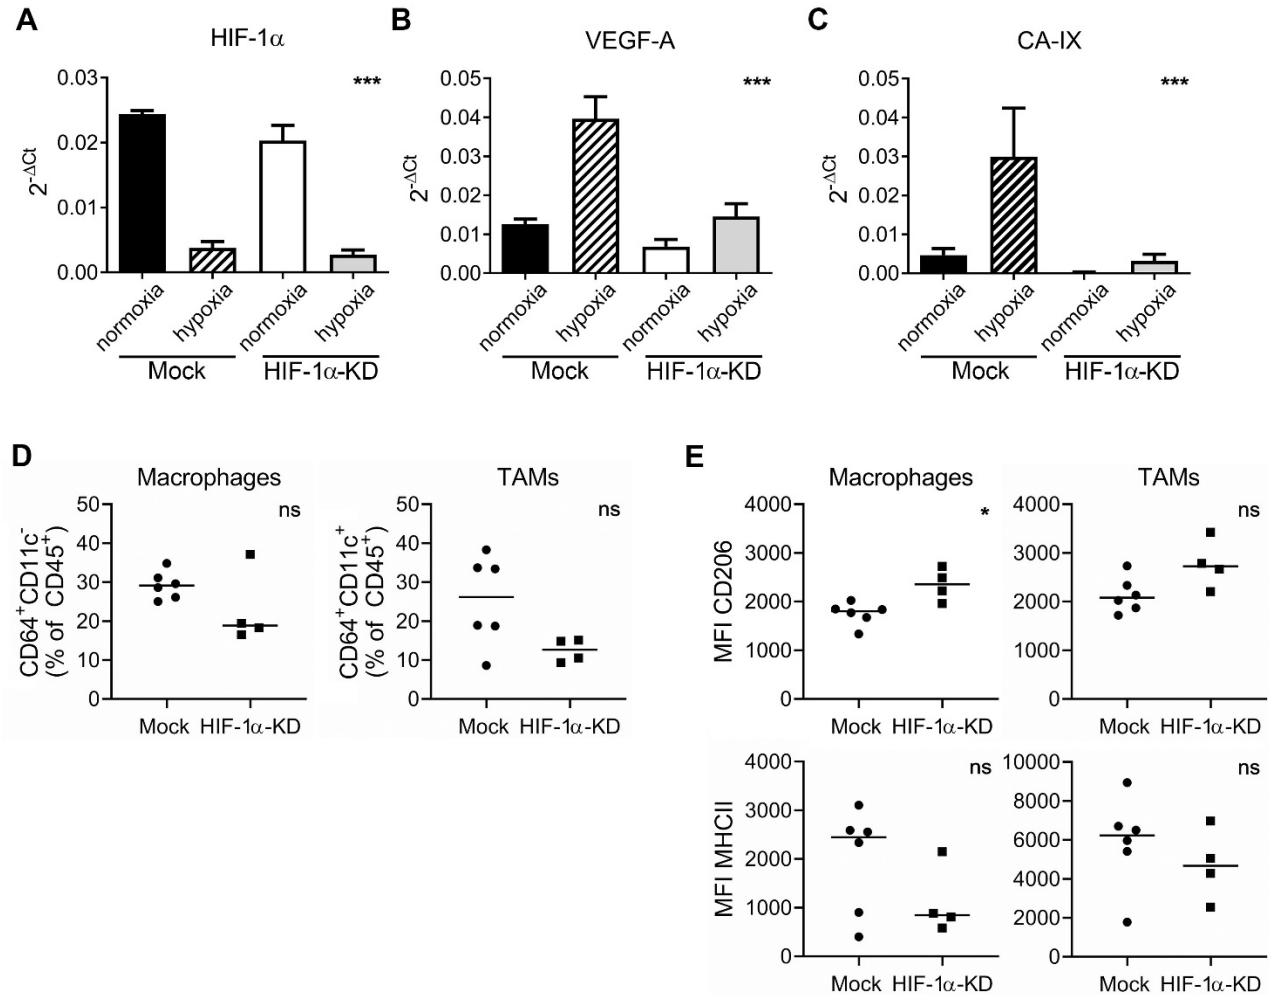

**Supplementary Figure 1. Characterization of HIF-1α-KD MC-38 cells.** **A)** Transcript levels of HIF-1α were determined by qPCR after 8 hours incubation under normoxia (21% O<sub>2</sub>) or hypoxia (0.2% O<sub>2</sub>) stimulation. The expression levels of canonical HIF target genes VEGF-A **(B)** and CA-IX **(C)** were quantified by RT-qPCR after 8 hours incubation under normoxia (21% O<sub>2</sub>) or hypoxia (0.2% O<sub>2</sub>) compared to mock controls. Expression levels were normalized to constitutively expressed ribosomal protein S12 mRNA levels. **(D)** Number of macrophages (CD64<sup>+</sup>/CD11c<sup>-</sup>) and tumor-associated macrophages - TAMs (CD64<sup>+</sup>/CD11c<sup>+</sup>) in orthotopic tumors represented as percentage of living CD45<sup>+</sup> cells, determined by flow cytometry. **(E)** Cell surface expression of polarization markers MHCII and CD206 was analyzed by flow cytometry, in parallel to the experiments shown under D. MFI from FMO control was subtracted from each sample; MFI, median fluorescence intensity. Statistical significance was assessed using the Mann-Whitney test; ). \*, p < 0.05; \*\*\*, p < 0.001.

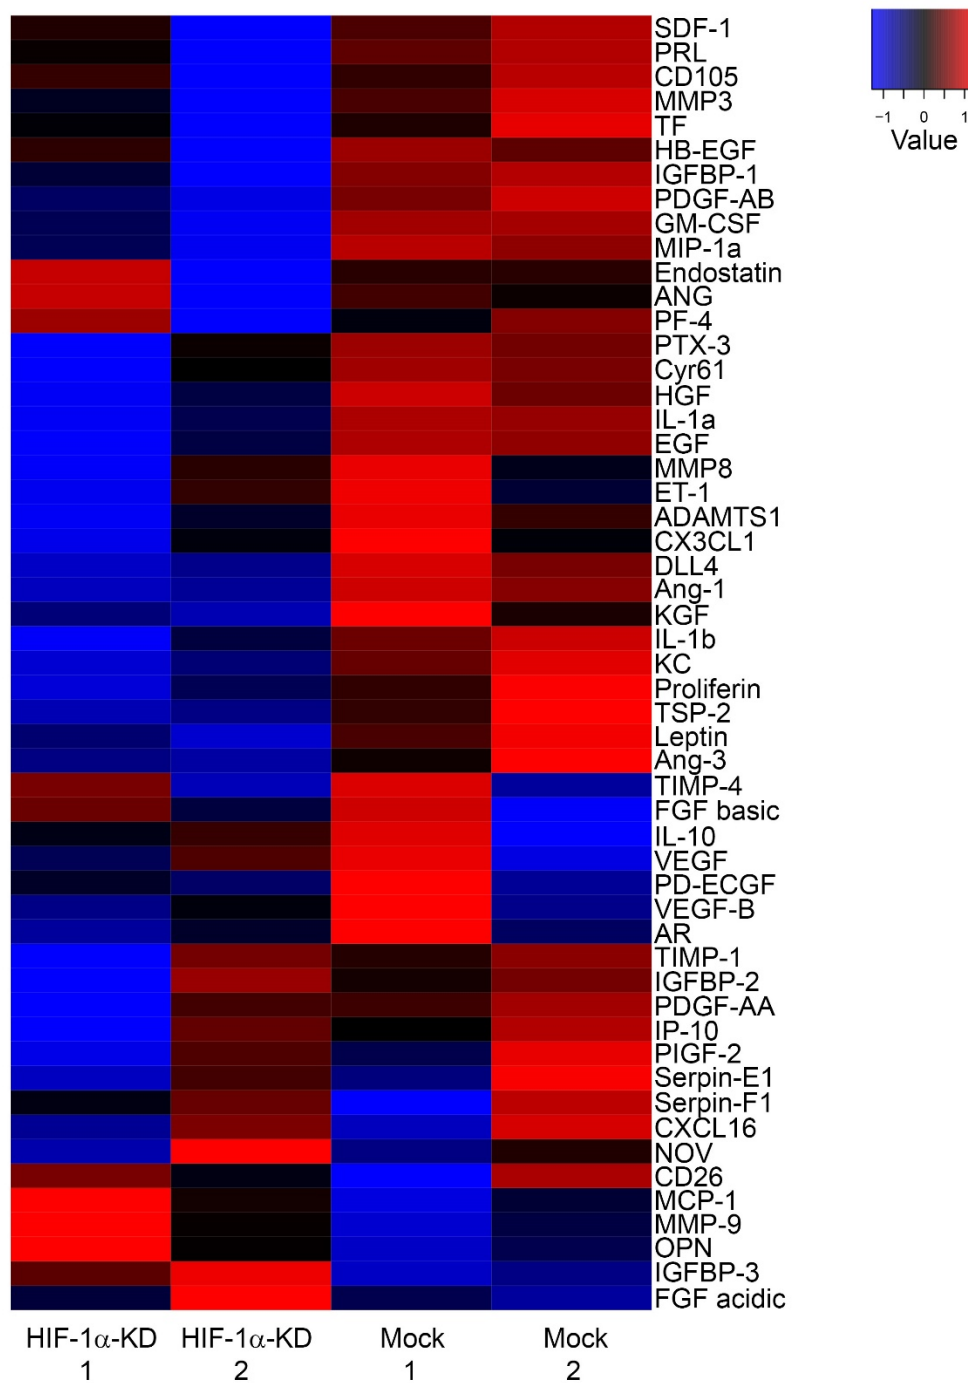

**Supplementary Figure 2. Angiogenesis protein arrays of tumor lysates from HIF-1 $\alpha$  KD and Mock cecal tumors.** Total tumor lysates incubated on Angiogenesis Array. Dot blot pixel densities were quantified and normalized to internal manufacturer's control and plotted as heatmap using web application from Functional Genomic Center Zurich.

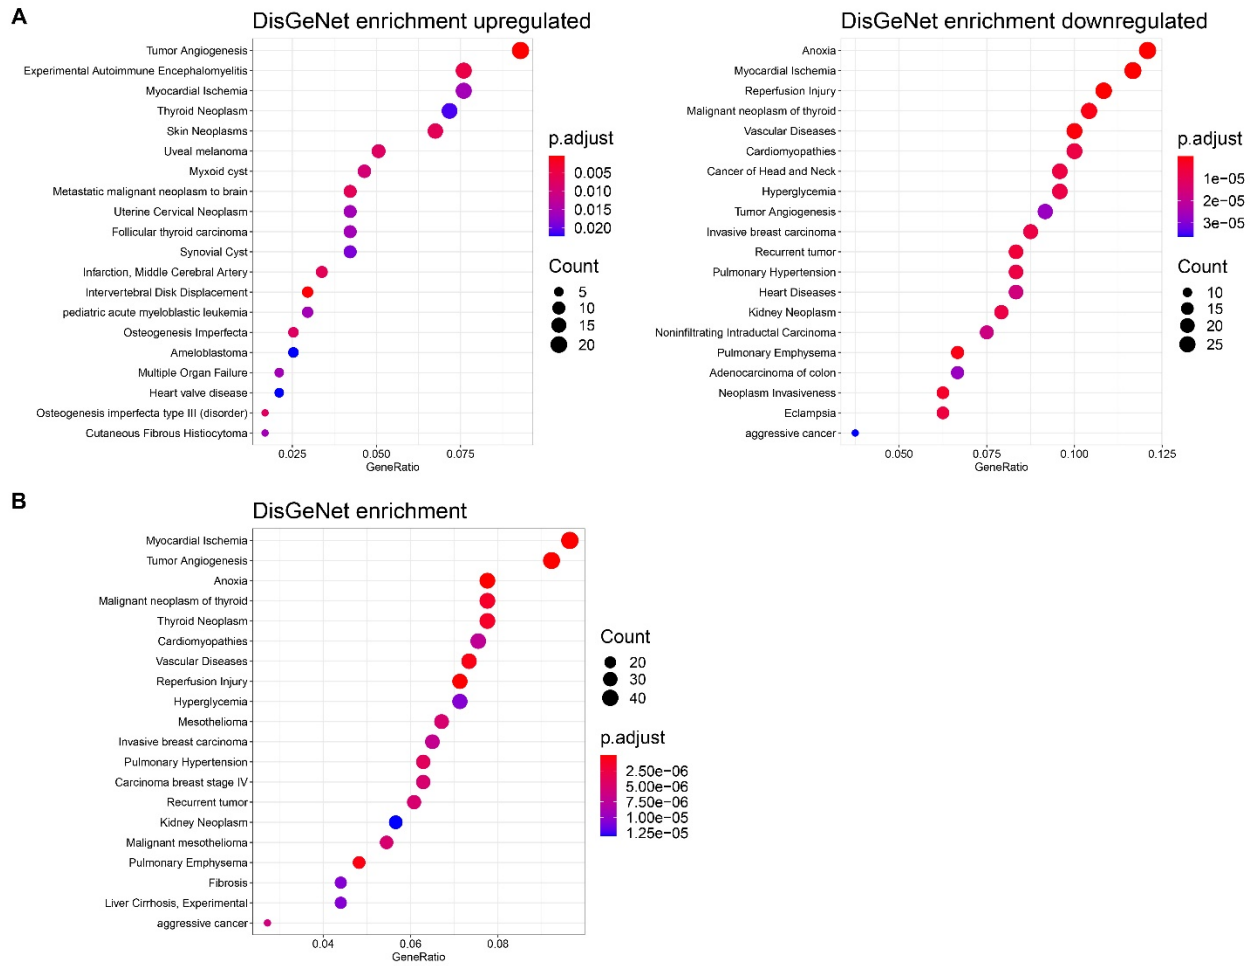

**Supplementary Figure 3. Disease enrichment analysis of genes using human curated sets.**

**A)** List of genes from MC-38 HIF-1a KD cells versus Mock cells sorted from intracecal tumors were converted to human symbols and used for disease enrichment analysis using DOSE\_3.14.0, using DisGeNet (DGN) dataset. Plots were obtained using clusterProfiler

**A**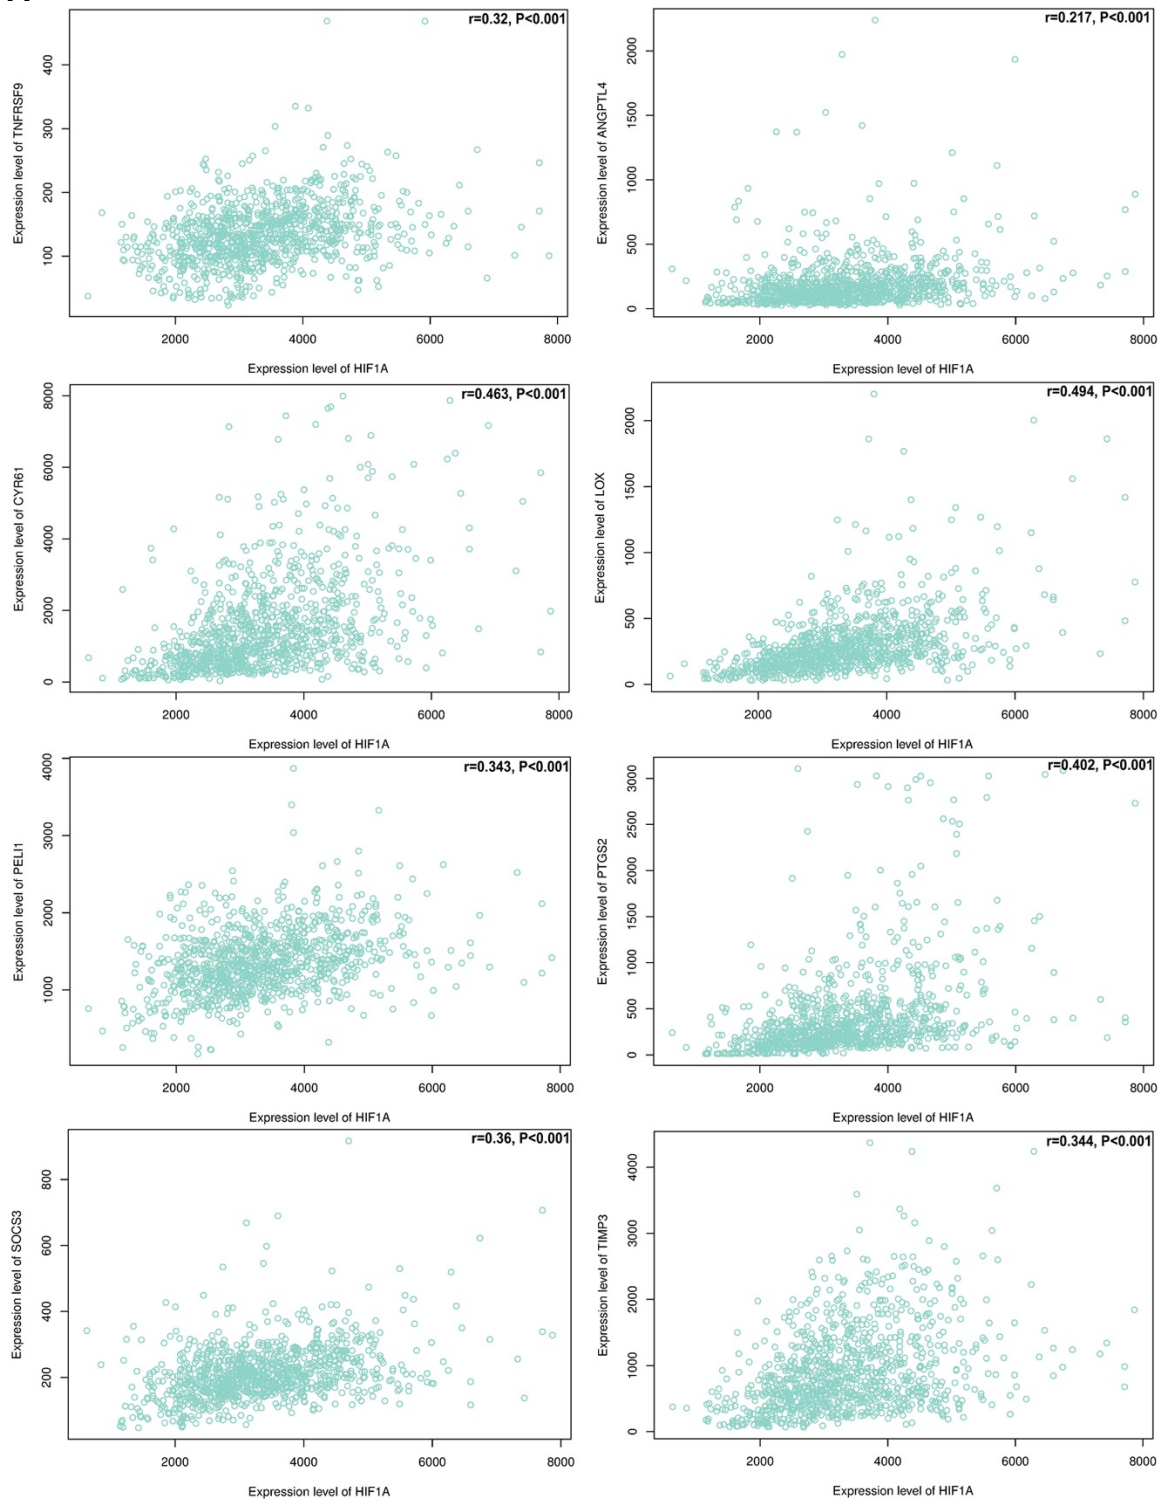

**B**

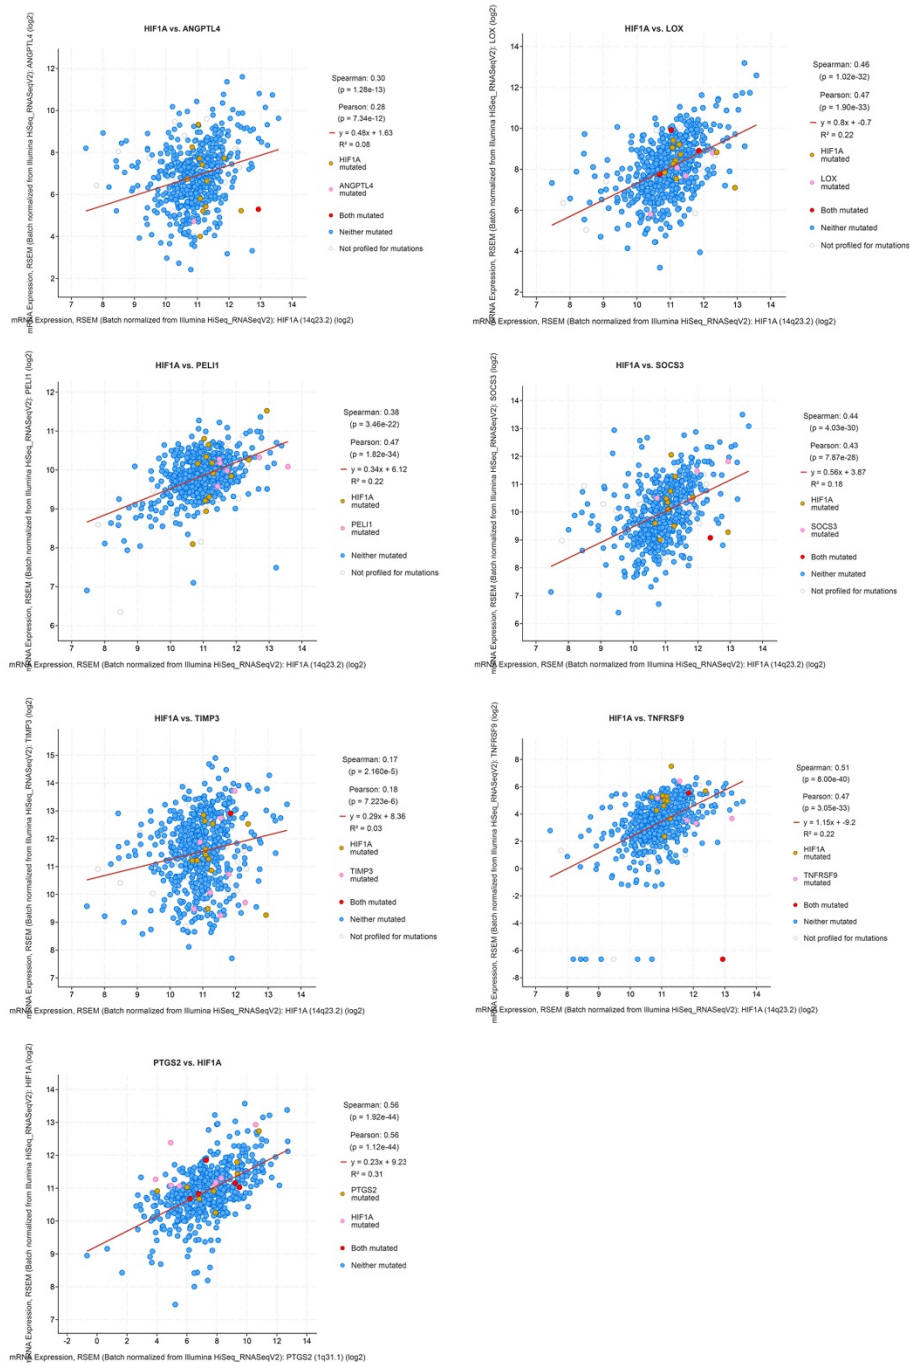

**Supplementary Figure 4. HIF-1 $\alpha$  expression in clinical samples correlates with genes downregulated in HIF-KD sorted tumor cells. A)** Correlation plots were drawn using the webtool In Silico Transcriptomics Ver. 2.1.3. (<http://ist.medisapiens.com>), focusing on 991 human colorectal cancer samples. All results were significant ( $p < 0.001$ ) and positively correlated ( $r > 0.2$ ). **B)** Correlation plots using 594 colorectal cancer patient samples from Colorectal Adenocarcinoma dataset (TCGA, PanCancer Atlas; <https://www.cbioportal.org/> ver. 3.4.3).

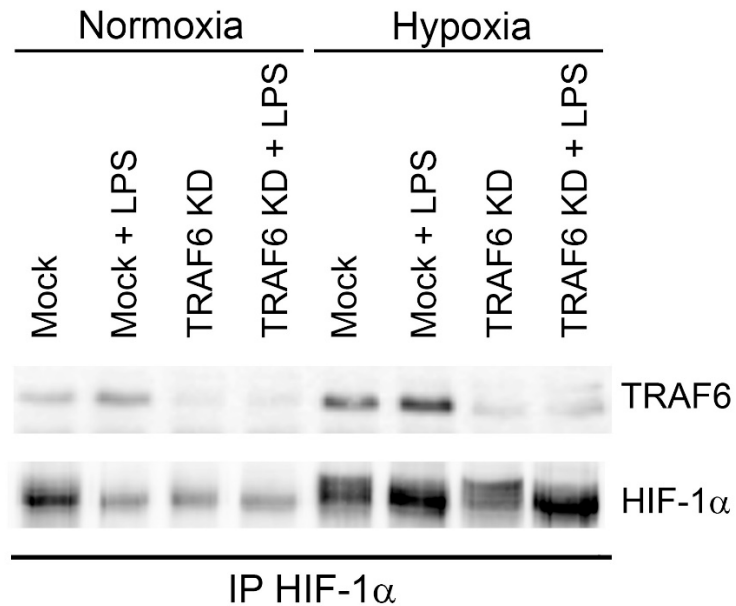

**Supplementary Figure 5. HIF-1 $\alpha$  immunoprecipitation followed by TRAF-6 detection in murine colon carcinoma cell line MC-38 cells.** Immunoprecipitation of HIF-1 $\alpha$  in Mock and TRAF6-KD MC-38 cells, which were detected either with TRAF6 or HIF-1 $\alpha$  Ab, respectively (n =3). Cells were incubated for 8 hours under normoxia (21% O<sub>2</sub>) or hypoxia (0.2% O<sub>2</sub>). Additionally, cells were stimulated with 1  $\mu$ g/mL LPS for one hour either under normoxia or hypoxia.

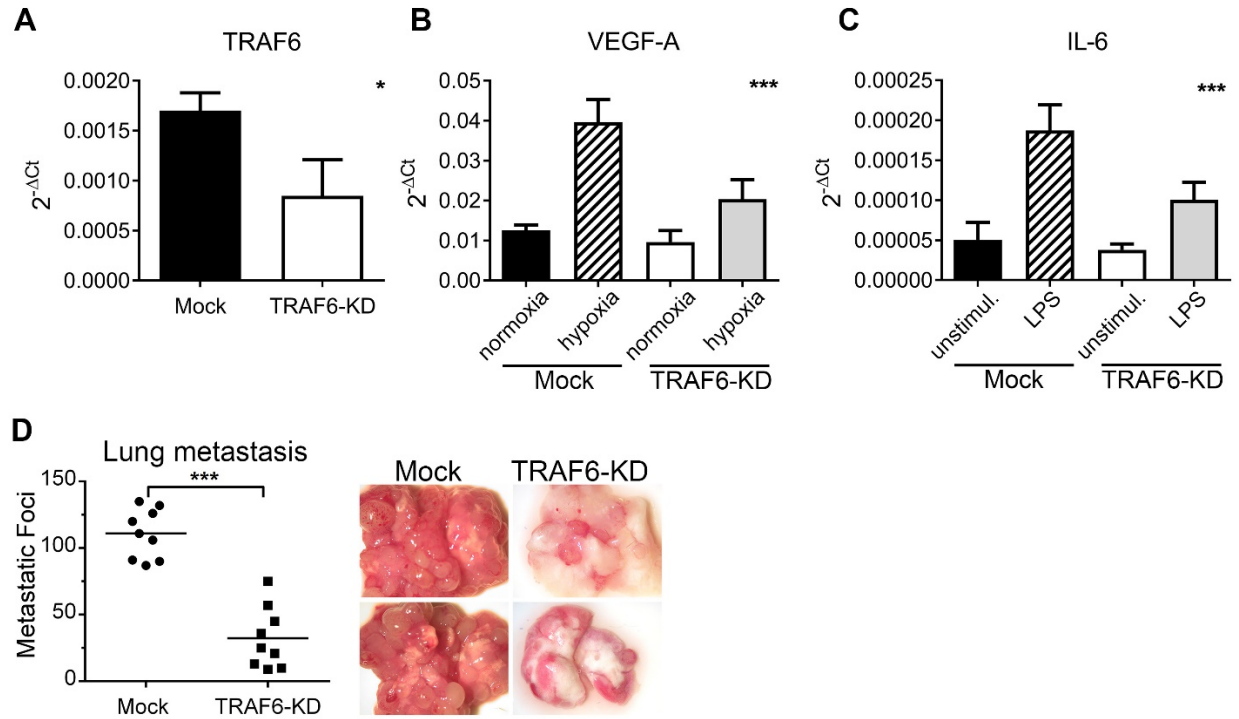

**Supplementary Figure 6. Characterization of TRAF6-KD MC-38 cells.** **A)** Transcript levels of TRAF6 were determined by RT-qPCR. mRNA expression levels of VEGF-A **(B)** and canonical TRAF6 target gene IL-6 **(C)** were quantified by RT-qPCR after LPS stimulation (1  $\mu$ g/mL, 1 hour) compared to mock control and unstimulated cells. Expression levels were normalized to constitutively expressed ribosomal protein S12 mRNA levels. **D)** Experimental lung metastasis of Mock and TRAF6-KD MC-38 cells together with representative images of lung tumors after 28 days of i.v. injection. Mice from two independent experiments are presented. Statistical significance was assessed using the Mann-Whitney test; \*,  $p < 0.05$ ; \*\*\*,  $p < 0.001$ .

## **Supplemental experimental procedures**

### **Angiogenesis Array**

Perfused tumors were homogenized in 350  $\mu$ l PBS containing protease inhibitors (complete EDTA-free, Roche) by using a Polytron (Brinkhan). Samples were spun down (15,000 x g for 15 min at 4°C), supernatant was separated, and protein concentration was determined by BCA assay. Tumor lysate (400  $\mu$ g) was incubated on a membrane spotted with the Mouse Angiogenesis Antibody Array (R&D Systems). Upon development, pixel density was analyzed with ImageQuant (GE Healthcare Life Sciences). Background signal density was subtracted and normalized to average density of reference spots. Up- and down-regulation of angiogenic factors was analyzed with a R-based web application developed at the Functional Genomics Center Zurich ([http://fgcz-shiny.uzh.ch/fgcz\\_heatmap\\_app/](http://fgcz-shiny.uzh.ch/fgcz_heatmap_app/)).

### **Experimental metastasis**

Mice were intravenously (i.v.) injected with 300,000 MC-38GFP Mock or TRAF6-KD cells. Mice were sacrificed after 28 days and lungs were perfused with PBS. The number of metastatic foci per lung was determined macroscopically by a blinded investigator.

## RT-qPCR

Total cellular RNA was extracted using TRI Reagent (Sigma) or RNeasy Plus Mini Kit (Qiagen) following manufacturer's recommendations. cDNA was synthesized from 1 µg of total RNA using Omniscript RT Kit (Qiagen). Quantitative qPCR was performed using KAPA SYBR Green Master Mix (Sigma) on a CFX96 Real-Time System (Biorad). Primers were purchased from Microsynth.

**Table 1. Differently regulated genes in sorted HIF-KD tumor cells vs. sorted Mock cells.**

Upregulated genes

# Downregulated genes

**Supplementary Figure 7. Predicted target genes for hsa-miR-29a-3p, overlapping with up- and down-regulated genes identified in sorted MC-38 cells in sorted HIF-KD tumor cells vs. sorted Mock cells.** hsa-miR-29a-3p [1] target genes were identified using MicroRNA Data Integration Portal, mirDIP version 4.1.11.1 (Database version 4.1.0.3) (<http://ophid.utoronto.ca/mirDIP>) [2], using all 30 datasets, high confidence level, and bi-directional search option. While the table lists all known sources for individual genes, there are 81 unique up-regulated targets and 87 unique down-regulated targets.

### Upregulated Gene targeted by mir29

## Downregulated Gene targeted by mir29

## References:

- [1] Rosano S, Cora D, Parab S, Zaffuto S, Isella C, Porporato R, Hoza RM, Calogero RA, Riganti C, Bussolino F, et al. (2020). A regulatory microRNA network controls endothelial cell phenotypic switch during sprouting angiogenesis *Elife* **9**.
- [2] Tokar T, Pastrello C, Rossos AEM, Abovsky M, Hauschild AC, Tsay M, Lu R, Jurisica I (2018). mirDIP 4.1-integrative database of human microRNA target predictions *Nucleic Acids Res* **46**, D360-D370.

How the deposited data were processed for this re-analysis (not part of the article)

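RNA of MC-38GFP tumor cells sorted from orthotopic tumors was measured in 6 libraries, 3 Mock and 3 HIF-1α-KD, which were grouped by the condition in their labels. The replicate numbers 1 to 3 were not taken as pairs, because the paper's methods name no pairing, and neither the paper's text nor the labels say whether a library comes from a single tumor. According to the paper's methods, the authors trimmed the reads, aligned them with STAR, counted them with featureCounts and tested them with DESeq2. The methods name the human assembly GRCh38 as the reference, whereas the genes of the deposited table carry mouse Ensembl identifiers.

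The authors deposited 1 table of 22880 genes. Its normalized counts are a signal in which the authors divided each gene's count by one factor per library and printed 4 significant digits. The authors also deposited FPKM values, computed per kilobase of the gene's width and per unit of total reads of the library. The deposited log2 ratio compares HIF-1α-KD with Mock cells on the log2 scale, and the authors took it from their DESeq2 fit. The deposited p-value and false discovery rate come from the authors' DESeq2 fit too. The deposited GC content is a fraction of the transcript given by the authors, and the deposited width is its length in bases. The authors marked 12143 genes as present, and a rule of more than 10 reads in at least 2 libraries of a group matched that mark for 100% of genes.

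The reads of each gene were recovered by multiplying its normalized count by the factor of its library. Of the values up to 300 reads, 100% were whole numbers, and the totals implied by the FPKM values differed from the recovered totals by at most 0.0007%. The deposited factors were between 0.910 and 0.931 times factors recomputed by the median of ratios, so they differ from these by nearly the same multiple in each library. Reads on genes were 20836320, 25089642 and 21145429 in the Mock libraries and 30809299, 19845807 and 20539384 in the HIF-1α-KD libraries. On average over genes, libraries of a group differed by more than sampling of reads gives, as separate samples are expected to.

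Genes were filtered on the recovered reads with filterByExpr of edgeR 4.0.16 (by condition, minimum count of 10), which left 12014 genes. The planned test for a table of counts was the quasi-likelihood test of edgeR. The deposited values are normalized counts, so the test planned for that case was used as the main test, limma 3.58.1 with a mean-variance trend on log2 of the normalized count plus 1, and the edgeR test on recovered reads became an alternative. All p-values of limma are two-sided and were adjusted by the method of Benjamini and Hochberg. The criterion of p and fold change used here is an unadjusted p-value under 0.05 and a fold change of at least 1.5. The paper's text states the limit on p alone, and the fold change was inferred from Table S1, whose smallest log2 ratio is 0.59 in size. Gene lists were tested with camera of limma, two-sided, with an inter-gene correlation of 0.01 and adjustment over 6 lists. The value given for a list is the median log2 fold change of its tested genes minus that of all tested genes. The lists were written from general knowledge before the deposited table was opened but after Table S1 and the figures had been read. Gene Ontology terms were tested with Fisher's exact test, two-sided, with adjustment over 14 tests. Their annotations came from the deposited table, and chemotaxis and extracellular matrix each joined a pair of terms. Gene positions were taken from the GENCODE annotation of GRCm38 by Ensembl identifier for 22570 genes, and 20608 genes had an Entrez identifier for the Reactome sets packaged with fgsea 1.28.0.

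The genes named are every gene the paper names for these cells, the 5 genes with the largest increase and the 5 with the largest decrease among those at an adjusted p-value under 0.05 without overlap of the groups, and up to 3 members of each list. Only 1 gene was higher at that threshold. Alternatives covered the test, the scaling, the filter, a block for replicate number, corrections for transcript length and GC content by loess (span of 0.5), the pseudocount (0.1 and 10), the thresholds, the correlation within lists, the source of the lists and leaving out each library.

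The tests and the length correction were tested on simulated data with the library sizes and gene means of these libraries. In a single run, 200 of 12014 genes were changed 2-fold and genes varied independently of each other. There limma found 44.5% of the changed genes with 6.32% of its calls false, edgeR 49.5% with 3.88% false, and DESeq2 72% with 19.6% false. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The real-time qPCR, the analyses of human tumor samples and the disease enrichment in DisGeNET were not analysed here.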

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

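Of the tests in this part, the one of transcript length was chosen before the data were examined, as were the results and alternatives of the sections above except where the text says otherwise. The length test was prompted by Table S1, made from these same libraries, where many upregulated transcripts are long and downregulated ones short. The lengths of called genes given below are therefore no independent check. The tests of immediate early genes, clock genes and ribosomal proteins and of other splits of the libraries were chosen only after the results were seen. The 6 libraries can be split into 3 against 3 in 10 ways. The real split parts all 3 same-numbered pairs of libraries, as do 4 of the 10 splits, and the other 6 splits part 1 pair, so the real split was compared with those 4. A share under 0.05 cannot be reached with 4 or with 10 splits, so no difference here can be told apart from a grouping by chance on this count alone.

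Outside the lists of hypoxia-induced genes and glycolytic enzymes and outside the genes the paper names, 23 genes had a limma adjusted p-value under 0.05, a signal in genes the paper does not discuss. Of these, 22 were lower in each HIF-1α-KD library than in each Mock library, among them Mt1 (log2 fold change -1.71), Hmox1 (log2 fold change -2.08), Ier3 (log2 fold change -2.07), Cdkn1a (log2 fold change -1.61) and Per1 (log2 fold change -1.73), named after their values were seen, and Serpinf1 was higher. Only the real split, 1 of the 4, gave as many as 47 genes at this threshold in all. The median number of reads was close in both groups (21145429 in Mock and 20539384 in HIF-1α-KD libraries). With the correction for transcript length 43 genes were called, and all 43 were among the 47. No gene was called with a block for replicate number or without Mock replicate 3. The knockdown is the biological explanation the design gives. The lists were written by hand and need not be complete, so genes outside them can still belong to the response to hypoxia. Differences in cell handling, which the tests here cannot address, and in the time of collection remain open for Ier3 and Per1.

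The log2 fold change rose with transcript length across all genes tested (Spearman correlation 0.187 across genes, which are not independent replicates), a pattern the paper does not discuss. Genes higher at an unadjusted p-value under 0.05 and a fold change of at least 1.5 had a median length of 2840 bases, lower genes 1730 bases and all tested genes 1920 bases. Among genes with an unadjusted p-value of 0.05 or more the correlation was 0.136, so the trend is not limited to the genes called. A length bias between libraries, such as one from RNA quality, may therefore contribute to it. Under the length correction the collagen list still had an adjusted p-value of 1.8e-04, so such a bias does not fully account for that list. Of the 4 splits, 2 gave a length trend as large, and 3 of all 10 did. Length bias and a difference between the cells cannot be told apart here.

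Immediate early genes, a group that responds within minutes to stress on cells, were lower in HIF-1α-KD libraries. To keep apart from genes the paper lists, the 29 of them outside Table S1 were tested. Their value was -0.59 (limma camera, adjusted p = 1.9e-06), and 24 of the 29 were lower. Of them, 9 were lower without overlap of the groups, against 10% without overlap in either direction by chance. Of the 4 splits, 1 gave a value as large, the real one. A difference between the groups in the response to digestion and sorting, or lower activity of HIF-1α, could lower these genes, and neither route was tested. The test restates the pattern outside Table S1 and cannot tell the explanations apart. With each library left out in turn the adjusted p-value was between 7.7e-11 and 2.4e-04, and with the inter-gene correlation estimated from the data it was 0.209. Cyr61 and Socs3 belong to this group of genes.

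Genes of ribosomal proteins had a value of -0.47, with 75 of 76 lower. Of them, 49 were lower without overlap of the groups, against 10% without overlap in either direction by chance. These transcripts are short, so the test was repeated under the length correction, where the adjusted p-value of limma camera was 5.7e-21 (7.0e-29 without the correction), and the length trend does not fully account for the difference. Of the 4 splits, 1 gave a value as large, the real one. With the inter-gene correlation estimated from the data the adjusted p-value was 0.151. Reads shared between these genes and their pseudogenes were not examined, so no biological explanation is offered. The paper uses one of these genes, that of ribosomal protein S12, as the reference of its qPCR. In the libraries here Rps12 had a log2 fold change of -0.60 (limma adjusted p = 0.2495) and was lower without overlap of the groups, and whether it differs in the samples of the qPCR was not tested.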

How the results depend on the processing

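Every test of other splits of the libraries in this part was chosen only after the results were seen. The alternatives named as added were also chosen after seeing the data: edgeR's quasi-likelihood test, TMM normalization of recovered reads, the 2 other pseudocounts, limma without trend, the genes the authors marked present, and the Gene Ontology terms of the deposited table as lists.

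The direction of Hif1a, of all 14 genes of Figure 3C and of the glycolytic enzymes was the same under every alternative in which they were tested; Timp3 was not tested with at least 10 reads in every library. Adjusted across all genes tested, the p-value of Hif1a stayed above 0.05 throughout (0.0908 to 0.521). Its unadjusted p-value in the main limma test was 0.0036. For the glycolytic enzymes the adjusted p-value stayed under 0.05 (0.0134 with the estimated correlation at the highest). The hypoxia-induced genes kept their direction except with the Gene Ontology term as the list (added), where the value was 0.0205, and with the Reactome set of the cellular response to hypoxia it was small (-0.08, adjusted p = 0.0255).

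The number of genes at an adjusted p-value under 0.05 depended on the test. DESeq2 gave 96 higher and 187 lower genes without a prior and 90 higher and 183 lower with the normal prior, and both called 10 genes of Figure 3C. In a single simulated run with 200 genes changed 2-fold, DESeq2 had a larger share of false calls (19.6%) than limma (6.32%). That share depends on how many genes truly change and by how much, which is not known here. The run therefore cannot rate the DESeq2 calls in these libraries. With the normal prior 235 genes were higher and 269 lower at the criterion of p and fold change. The edgeR fits with RLE size factors and with the quasi-likelihood test (added) had 0 higher genes each and 45 and 47 lower genes (1509 and 1493 genes at an unadjusted p-value under 0.05), limma without trend (added) 0 higher and 1 lower (1397), and an adjusted p-value under 0.01 left 0 higher and 0 lower genes (1529). An unadjusted p-value under 0.05 alone, the limit the paper's text states, gave 846 higher and 683 lower genes. A block for replicate number gave 0 higher and 0 lower genes (1324 at an unadjusted p-value under 0.05), as it did with the length correction (1216), and with the GC correction 0 higher and 7 lower (1757). The paper describes no pairing of the libraries, and residuals of same-numbered libraries correlated at a mean r of -0.08 (-0.139 to 0.0228) across genes, and those of different-numbered libraries at 0.04. One gene of Figure 3C passed with the GC correction (Col18a1), with the block and GC correction (Il33), and without the filter or with a pseudocount of 10 (added; Car9), a count of 1 in each. The cause was not tested for any of these changes.

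With each library left out in turn there were from 0 to 6 higher and from 0 to 32 lower genes at an adjusted p-value under 0.05, from 252 to 687 higher genes at the criterion of p and fold change, and from 0 to 1 genes of Figure 3C, with 1025 to 1565 genes at an unadjusted p-value under 0.05. Only the real split, 1 of the 4 that part all same-numbered pairs, gave as many genes at the adjusted threshold or at the criterion of p and fold change (1 of the 4). For the count of 0 genes of Figure 3C, all 4 splits gave as many, which tells nothing. Scaling by library size alone raised the share of higher genes at the criterion of p and fold change from 53.7% to 65.4% and the median log2 fold change of all genes by less than 0.1, to 0.08. The share was lower with RLE size factors in edgeR (51.3%) and with TMM normalization of recovered reads (added; 49.1%).

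The Reactome set put in place of the collagen list, extracellular matrix organization (161 genes), is a wider one than collagens and had a value of 0.13. The collagen list itself was weaker with the estimated inter-gene correlation (0.58, adjusted p = 0.375, against 5.7e-07 to 0.148 under its other alternatives) and without Mock replicate 1, and its value was between 0.16 and 0.87 with a library left out. Of the 4 splits, 2 gave a collagen value as large. Over all 10 splits, the real one included, 2 did for the collagen, 4 for the basement membrane and 7 for the chemokine list. For each of the other lists 1 of the 10 did. The basement membrane list was weaker with the estimated correlation (0.25, adjusted p = 0.481, against 1.9e-04 to 0.361 otherwise) and the Gene Ontology term (added; 0.21), was between 0.0887 and 0.476 with a library left out, and 2 of the 4 splits gave a value as large. The angiogenesis list was weaker without the filter (0.10), with the estimated correlation (0.22, adjusted p = 0.167, against 0.0011 to 0.9985 otherwise) and with the Gene Ontology term (added; 0.0239), and the Reactome set put in its place, signaling by VEGF, had the reversed sign (-0.0447), and 1 of the 4 splits, the real one, gave a value as large. So did 1 of the 4 for the glycolytic enzymes and 1 of the 4 for the hypoxia-induced genes. The chemokine list had no stable direction: it was 0.0621 with DESeq2 without prior, 0.0208 with the normal prior, 0.0581 with RLE size factors in edgeR and 0.058 with edgeR's quasi-likelihood test (added), lay between -0.64 (adjusted p = 0.0185, without HIF-1α-KD replicate 3) and 0.13 with a library left out, and 3 of the 4 splits gave a value as large. The cause was not tested.

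The length trend was 0.132 without the filter, 0.233 among genes above the median expression, 0.0017 with the length correction with or without the block, which removes it by construction, and between 0.113 and 0.226 with a library left out.

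Odds ratios of terms among lower genes that rest on few genes changed side of 1. Chemotaxis was 0.957 with the normal prior, 0.892 without it, 0.801 with library size only, 0.974 with the block and 0.912 with the block and length correction, and from 0.811 to 2.73 (exact adjusted p = 0.0069, without HIF-1α-KD replicate 3) with a library left out. Collagen trimer was 1.28 with the normal prior, 1.06 with library size only, 1.75 with the block, 1.65 with the block and length correction and 1.58 with the block and GC correction, and from 0.692 to 4.99 (exact adjusted p = 0.0021, without HIF-1α-KD replicate 3) with a library left out. Basement membrane was 1.24 with DESeq2 without prior and from 0 to 1.30 with a library left out. The cause was not tested. For single named genes and terms, 80 other comparisons were weaker and 40 stronger. All alternatives chosen in advance could be run.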

Differences from the paper's values

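The paper reports 280 genes as upregulated, where 483 were found here at an unadjusted p-value under 0.05 and a fold change of at least 1.5. The paper's text states the limit on p alone, under which 846 were found here. In the authors' deposited results, a log2 ratio of at least 0.59 gives 280 higher and 289 lower genes, and a fold change of at least 1.5 gives 291 and 294. Of the alternatives set before the data were examined, the DESeq2 Wald test with the normal prior (235), the length correction (364), the block for replicate number with the length correction (339) and the fit without Mock replicate 1 (252) lay within 1.5 times the paper's number, and the others did not. Among these, only the normal prior shrinks the fold changes to which the limit of 1.5 is applied. With it, 269 genes were lower against the paper's 288.

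For Car9 the log2 fold change was -2.93 against the paper's -1.11. Of the alternatives set before the data were examined, only the DESeq2 Wald test with the normal prior (-1.05) came within the spread of the replicates. The limma value is not shrunken by a prior, and the paper does not state whether its own values are. With the normal prior, Hif1a and all 14 genes of Figure 3C came within that spread, among them Col18a1 (1.31 against 1.34) and Pdgfa (0.77 against 0.78). The differences for Car9, Angptl4 and Hif1a thus set unshrunken values against values that a prior nearly reproduces.

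For Angptl4 the log2 fold change was -2.33 against the paper's -1.33. The DESeq2 Wald test with the normal prior (-1.23) and the fits without Mock replicate 1 (-2.06) and without HIF-1α-KD replicate 3 (-1.87) came within the spread of the replicates, and the other alternatives set before the data were examined did not.

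For Hif1a the log2 fold change was -1.82 against the paper's -0.72. The DESeq2 Wald test with the normal prior (-0.69) and the fit without HIF-1α-KD replicate 1 (-1.21) came within the spread of the replicates, and the other alternatives set before the data were examined did not.

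The legend of Figure 3C gives a significance limit for its genes that 4 of the 14, namely Thbs2, Timp3, Peli1 and Nfkbie, did not meet in the limma test before adjustment. In the authors' own deposited results, Thbs2 has a p-value of 0.0138 and Peli1 one of 0.0107. The paper presents all 14 genes as differently regulated, and 0 of them passed an adjusted p-value under 0.05 in the limma test (12 had an unadjusted p-value under 0.05). The DESeq2 Wald test called Pdgfa, Col18a1, Cyr61, Il33, Socs3, Car9, Ptgs2, Angptl4, Lox and Tnfrsf9 with and without the prior. Col18a1 was called with the GC correction, Il33 with the block and GC correction, and Car9 without the filter for low counts, without HIF-1α-KD replicate 1, without HIF-1α-KD replicate 3 and with a pseudocount of 10, the last chosen after seeing the values.

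The paper describes angiogenesis and extracellular matrix terms as increased. Angiogenesis held 18 higher and 13 lower genes, and extracellular matrix 24 higher and 13 lower genes, each more than expected by chance in both directions (exact adjusted p between 2.2e-06 and 0.0207). For extracellular matrix, the enrichment among lower genes was not past the threshold without Mock replicate 1, 2 or 3 (exact adjusted p = 0.0649, 0.0863 and 0.334), with a pseudocount of 0.1 (0.0556) or with limma without trend (0.07), the last 2 chosen after seeing the values. For angiogenesis, that among lower genes was not past it without Mock replicate 1 (0.0649) and that among higher genes without Mock replicate 3 (0.128). The paper describes chemotaxis as increased. The term was enriched among higher genes (odds ratio 2.88), while the list of chemokines and chemokine receptors had a value of -0.15 that did not differ from the other genes (limma camera, adjusted p = 0.751). The enrichment among higher genes was not past the threshold without Mock replicate 2 (exact adjusted p = 0.105) or with limma without trend (0.053), the latter chosen after seeing the values. Without HIF-1α-KD replicate 3 the list was lower (-0.64, limma camera, adjusted p = 0.0185), and the term was enriched among lower genes (odds ratio 2.73, exact adjusted p = 0.0069) as well as among higher genes (odds ratio 2.79, exact adjusted p = 0.0077).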

Other observations

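The test of leukocyte markers was chosen before the results were seen, and the tests of fibroblast markers, of single libraries and of clock genes were chosen only after the results were seen.

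Leukocytes left among the sorted cells might raise genes of leukocytes in one group. The 22 leukocyte markers tested had a value of -0.10 (limma camera, adjusted p over 3 marker lists = 0.752), with 8 of them higher in HIF-1α-KD libraries, so no difference in leukocyte content was found.

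For the higher collagen genes, fibroblasts left among the sorted cells are a candidate explanation. The 8 fibroblast markers other than collagens had a value of -0.38, which is not the increase that such cells would give (limma camera, adjusted p = 0.0531 as a single test). With the 2 collagens of that list included, the adjusted p over 3 marker lists was 0.39 (10 markers, limma camera), so no difference in these markers was established. The collagen list lay at percentile 100 of 10000 random lists of genes matched on length, so transcript length alone does not give its value. The largest adjusted p-value with 1 library left out was 0.0906, without Mock replicate 1, which indicates that this library carries a part of the difference. Whether Mock replicate 1 is unusual or the other libraries are cannot be told with 3 per group, and the collagen difference is left as a hypothesis.

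Per1 was lower in HIF-1α-KD libraries (log2 fold change -1.73, limma adjusted p = 0.0446), which a difference in the time of day of collection could give. The genes of the Per and Dbp arm of the clock had a value of -0.29, and those of the opposite arm around Arntl a value of 0.13. The adjusted p-values of limma camera were 0.0325 and 0.953, so only 1 of the 2 arms differed. For that arm the adjusted p-value was between 0.0029 and 0.136 with each library left out in turn and 0.183 with the inter-gene correlation estimated from the data. A difference in time of day cannot be ruled in or out. The requirement that both arms differ was set after their values were seen, and without it the test would have counted in favor of a difference in time.

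Several genes that the paper measured in tumors or cultured cells were also counted in the sorted cells. So was Epas1, which the paper did not measure, citing earlier work on the HIF subunit expressed by MC-38 cells. Mmp9 had a log2 fold change of 1.51 (standard error 0.66, limma adjusted p = 0.3915), with 49040 normalized counts in HIF-1α-KD replicate 1 and overlapping groups. Ccl2 had a log2 fold change of 0.26 (limma adjusted p = 0.703) and Ccl7 one of 0.20 (limma adjusted p = 0.786), with overlapping groups. Epas1, which encodes HIF-2α, had a log2 fold change of 1.03 (limma adjusted p = 0.3925), with 62.7 ± 33.4 normalized counts in Mock and 115 ± 16.4 in HIF-1α-KD cells (SD, n = 3). Traf6 had a log2 fold change of -0.21 (limma adjusted p = 0.711) and Angpt1 one of -0.89 (limma adjusted p = 0.623). With each library left out in turn, the log2 fold change was 0.83 to 1.99 for Mmp9 and 0.03 to 0.46 for Ccl2. It was 0.01 to 0.445 for Ccl7, 0.49 to 1.38 for Epas1, -0.39 to -0.04 for Traf6 and -1.46 to -0.10 for Angpt1. Dll4 and Il6 had too few reads to be tested, with at most 3.60 and 7.25 normalized counts in a library.

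In the authors' deposited results, the genes they called have false discovery rates up to 0.295. A false discovery rate under 0.05 is given there for 96 higher and 182 lower genes, and 186 higher and 113 lower genes called there have a rate of 0.05 or more. These are the authors' values. At a p-value under 0.05 and a log2 ratio of at least 0.59 in size, the deposited results hold 569 genes. All 47 genes at a limma adjusted p-value under 0.05 are among these, and so are 521 of the 899 genes with an unadjusted limma p-value under 0.05 and a fold change of at least 1.5, a slightly wider limit on the log2 scale (0.585).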
